# Stallion Sperm Transcriptome Comprises Functionally Coherent Coding and Regulatory RNAs as Revealed by Microarray Analysis and RNA-seq

**DOI:** 10.1371/journal.pone.0056535

**Published:** 2013-02-11

**Authors:** Pranab J. Das, Fiona McCarthy, Monika Vishnoi, Nandina Paria, Cathy Gresham, Gang Li, Priyanka Kachroo, A. Kendrick Sudderth, Sheila Teague, Charles C. Love, Dickson D. Varner, Bhanu P. Chowdhary, Terje Raudsepp

## Abstract

Mature mammalian sperm contain a complex population of RNAs some of which might regulate spermatogenesis while others probably play a role in fertilization and early development. Due to this limited knowledge, the biological functions of sperm RNAs remain enigmatic. Here we report the first characterization of the global transcriptome of the sperm of fertile stallions. The findings improved understanding of the biological significance of sperm RNAs which in turn will allow the discovery of sperm-based biomarkers for stallion fertility. The stallion sperm transcriptome was interrogated by analyzing sperm and testes RNA on a 21,000-element equine whole-genome oligoarray and by RNA-seq. Microarray analysis revealed 6,761 transcripts in the sperm, of which 165 were sperm-enriched, and 155 were differentially expressed between the sperm and testes. Next, 70 million raw reads were generated by RNA-seq of which 50% could be aligned with the horse reference genome. A total of 19,257 sequence tags were mapped to all horse chromosomes and the mitochondrial genome. The highest density of mapped transcripts was in gene-rich ECA11, 12 and 13, and the lowest in gene-poor ECA9 and X; 7 gene transcripts originated from ECAY. Structural annotation aligned sperm transcripts with 4,504 known horse and/or human genes, rRNAs and 82 miRNAs, whereas 13,354 sequence tags remained anonymous. The data were aligned with selected equine gene models to identify additional exons and splice variants. Gene Ontology annotations showed that sperm transcripts were associated with molecular processes (chemoattractant-activated signal transduction, ion transport) and cellular components (membranes and vesicles) related to known sperm functions at fertilization, while some messenger and micro RNAs might be critical for early development. The findings suggest that the rich repertoire of coding and non-coding RNAs in stallion sperm is not a random remnant from spermatogenesis in testes but a selectively retained and functionally coherent collection of RNAs.

## Introduction

Mammalian sperm are considered terminally differentiated and functionally dormant cells with the sole purpose of delivering the paternal genome into the zygote [1], [2]. Therefore, early claims about the presence of RNA in mouse [3], bull [4], rat and human sperm [5] were met with skepticism. However, research over the past decade has provided compelling evidence that mature mammalian sperm contain complex populations of RNAs [1], [2], [6], [7], [8], [9]. These include over 3,000 mRNAs [6], [8], and a heterogeneous population of small and long non-coding RNAs [8], [10], [11], [12], [13], [14], though typically sperm are depleted of intact ribosomal RNAs [6].

The functions of sperm RNAs remain a subject of debate. The initial opinion was that sperm RNAs have no functions of their own and are simply residues of spermatogenesis, reflecting the events that occurred during their formation in the testes [1]. This may be partially valid, although recent discoveries have essentially expanded these views showing that sperm mRNAs constitute a population of stable full-length transcripts, many of which are selectively retained during spermatogenesis [6], [11]. Some mRNAs are thought to have a role in sperm chromatin reorganization by setting up boundaries between protamine- and histone-packaged DNA [11], [15]. Some mRNAs/cDNAs can be sperm-borne via transcription and reverse-transcription [10], [16]. It has been reported that sperm mRNAs can be *de novo* translated using mitochondrial-type ribosomes during capacitation [17], [18], [19]. Both sperm mRNAs and micro RNAs (miRNAs) are involved in non-Mendelian inheritance, serving as transgenerational epigenetic signals for zygotic gene regulation [20], [21], [22]. Furthermore, a few RNAs have been found only in the sperm and the zygote, but not in the oocyte, providing evidence for a unique paternal contribution [23], [24].

Even though the functions of the majority of the sperm RNAs remain enigmatic, it has been proposed that sperm transcriptional profiles might provide clinical markers for male fertility [1], [11]. Moreover, the non-invasive sample procurement through semen collection makes the approach particularly attractive. Indeed, an increasing number of studies in humans demonstrate that sperm mRNA profile can serve as a molecular diagnostic platform for evaluating male fertility [1], [9], [25], [26]. Consistent and biologically relevant qualitative and quantitative differences are present between the sperm RNAs of fertile men and men with abnormal reproductive phenotypes, such as skewed protamine ratios [27], teratozoospermia [26], cryptorchidism [28], reduced sperm motility [29], and idiopathic infertility [30], [31]. Similarly, sperm transcriptome studies have been initiated in bulls [29], [32], [33], [34] and boars [23], [35], [36] showing differences between the mRNA profiles of high- and low fertility bulls [34]. Analysis of porcine sperm, oocytes and two-cell embryos reveal that mRNAs of some genes, *viz*., *CLU*, *PRM1* and *PRM2* are delivered to the zygote exclusively by the sperm [23].

Despite the promising diagnostic potential of sperm RNAs for male fertility, the approach has found only limited attention in stallions [37], [38]. At the same time, poor fertility of breeding stallions is a recognized concern in the equine industry. While foal crop and stud fees form a principal component of the economy of the industry, stallions are typically selected on the basis of their ancestry and performance, and not for their reproductive potential [39]. As a result, about 36–43% of prospective breeding stallions do not pass the breeding soundness tests [40], [41].

The goal of this study was to obtain detailed information about the RNAs present in the sperm of normal fertile stallions to improve understanding of the biological significance of sperm RNAs and to establish a foundation for the discovery of sperm-based biomarkers for stallion fertility.

## Results

### Expression microarray analysis

Gene expression microarray analysis revealed 6,761 gene/EST transcripts in stallion sperm and 11,112 in the testes. The majority (97%) of the sperm transcripts were shared with the testes, while surprisingly, 165 transcripts were detected (at signal-to-noise ratio, SNR ≥2) only in the sperm and not in the testes, and are referred to as sperm-enriched transcripts.

Gene Ontology (GO) annotations were found for 3,319 (49%) sperm transcripts and grouped according to biological process (2,136; 78.9%), molecular function (1,503; 55.5%) and cellular component (2,270; 83.8%) (Table S1). The sperm transcripts were most significantly (p<0.001) involved in chemoattractant-activated signal transduction pathways, *viz.*, sensory perception and G-protein coupled signaling, and ion transport related biological processes. The most prevalent molecular functions were related to ion-, nucleotide-, and chromatin binding and the associated cellular components were membranes and vesicles (Table S2). These functional categories were also represented among the 165 sperm-enriched transcripts, though with lower significance values because of fewer genes analyzed (Table S3). In contrast, testes transcripts were localized in all cellular compartments and involved in diverse molecular functions and biological processes (data not shown).

Comparison of the expression of the 6,596 transcripts common for the sperm and the testes (Fig. 1) identified 155 genes/transcripts that were differentially expressed (DE) between them. Of these, 60 were up-regulated (fold change; FC>2; p<0.05) and 95 were down-regulated (FC<−2; p<0.05) in the sperm (Table S4). Gene ontology terms could be determined for 37 up-regulated and 47 down-regulated transcripts showing that the former were involved in cell motility and cytoskeleton functions, while the latter were associated with functions in translation and non-membrane-enclosed organelles, e.g., ribosomes (Fig. 2). Microarray results for the most significant (p<0.005) DE genes were confirmed by quantitative RT-PCR (qRT-PCR) (Fig. 3; Fig. S1; Table 1).

**Figure 1:**
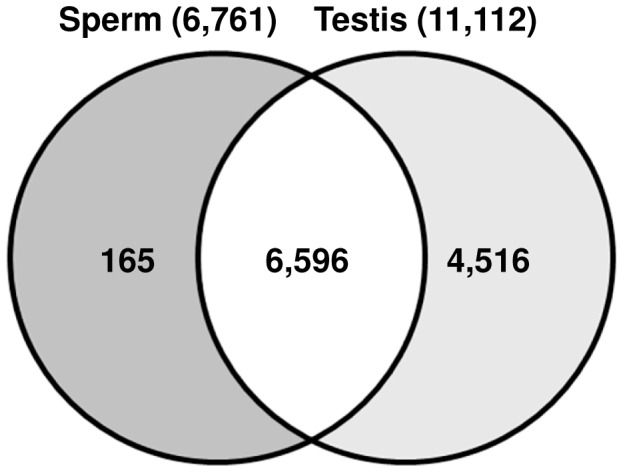
Venn diagram of transcripts detected in stallion sperm and testes by microarray analysis (SNR ≥2).

**Figure 2:**
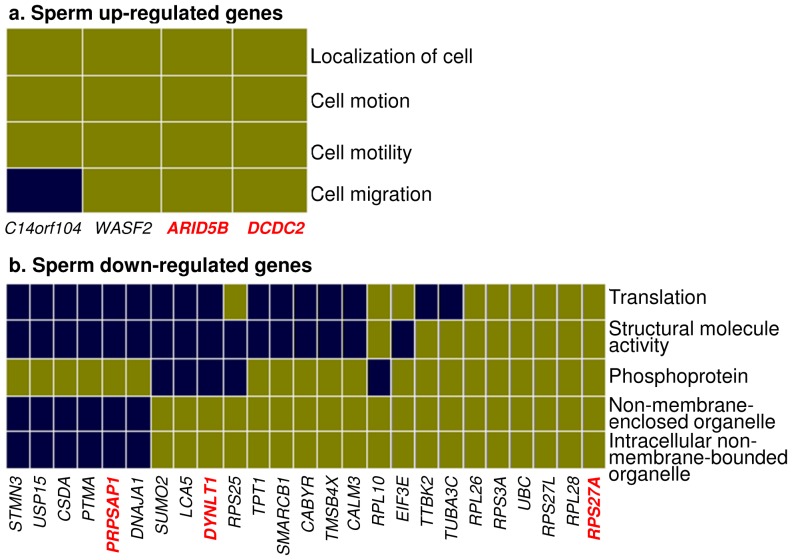
Heat maps of GO functional groups for sperm up-regulated (a) and sperm down-regulated (b) transcripts. Blue boxes denote that the gene has not been associated with the corresponding GO category. Genes with symbols in red font were validated by qRT-PCR.

**Figure 3:**
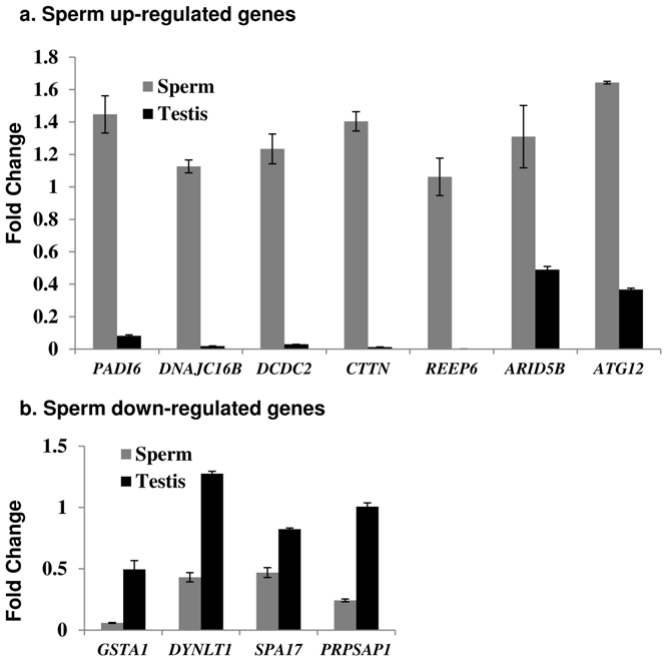
Validation of significantly (p<0.05) sperm up-regulated (a) and sperm down-regulated (b) genes by qRT-PCR (see also Table 1).

**Table 1:** Selected most significantly (p<0.005) differentially expressed genes between stallion sperm and testes by microarray analysis and qRT-PCR (see also Fig. 3).

Gene symbol	DE	Primers for qRT-PCR 5′-3′	Function: GeneCards:http://www.genecards.org/
*PADI6*	up	F: GATTGTGATGGGCAAGAACC	Embryonic development
		R: AGCAGCTGGCAGATCTTTTC	
*DNAJC16B*	up	F: GAGAAGCAGGGCTACCAGAA	Unannotated
		R: TCTTTCCAAACAGGCTCGAT	
*DCDC2*	up	F: TGGCTTTTACCTGTGGGTCT	Sperm motility-sperm flagellum outer layer
		R: TACACCAGCACGCTCTTCAC	
*CTTN*	up	F: CTGGAACCCGTGTACAGCA	Sperm structure -organizing the cytoskeleton
		R: GCCTCCGTGCTTTCATAGAC	
*REEP6*	up	F: GGCTTCCTGTTGTTCTGCAT	Sperm structure-outer dense fiber of sperm tails
		R: CACTGCCTCGTGATGCTTTA	
*ARID5B*	up	F: GCTTGCACGGACCTTACATT	Regulation-regulator of smooth muscle cell differentiation and proliferation, defects in male reproductive organs; cryptorchid phenotype
		R: GGAGTGTCTTCTGGGAGGAA	
*ATG12*	up	F: TGGCAGTGATGGTAAACTGG	Regulation-bulk-protein degradation pathway, essential for autophagosomal formation
		R: CCACAAGTCTCTTGCCACAA	
*GSTA1*	down	F: GGAAGTTTGATGTTCCAGCA	Regulation-cytosolic and membrane bound- detoxification of electrophilic compounds
		R: GTATTTGGCGGCGATGTAGT	
*DYNTL1*	down	F: GCCTACCAGCACAGCAAAGT	Sperm structure -minus-end, microtubule-based motile processes
		R: TTAAACGGTTTTCCCAGCTT	
*SPA17*	down	F: TCCAAGGAGATGTCGATTCC	Surface protein -sperm surface zona pellucida binding protein
		R: GTTGCTCCCTCAGAATCTCG	
*PRPSAP1*	down	F: CTGATCATGGCTTACGCTCT	Regulation-negative regulation of 5-phosphoribose 1-diphosphate synthesis
		R: ATGGAACCCCTCTTCCTCAT	

### RNA sequence analysis

#### Mapping RNA sequence reads in the equine genome

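Total RNA from the sperm of 2 reproductively normal stallions (500 ng each) was reverse transcribed with random hexamers and sequenced as 50 bp single-end reads on the ABI SOLiD 4 platform, with 1 library per stallion. The paper reports 64488380 raw reads for sperm 1, of which 45266539 (70.2%) aligned, and 76386416 raw reads for sperm 2, of which 42335436 (55.4%) aligned. Average coverage (AC) rested on 38087876 reads in sperm 1 and 30261556 reads in sperm 2, also the paper's values. The authors aligned the reads to the horse draft assembly EcuCab2 with NovoalignCS, shortened unaligned reads base by base and tried them again, and discarded reads with several similarly scoring alignments. They clustered the alignments into expressed loci, here called tags, with the EXP pipeline, and scaled both samples linearly to the one with the fewest reads. The deposited data give the location, the genomic sequence and a single AC value for each of 19257 tags. In Table S5, which gives AC in each sample, 3029 of the 19257 tags could be read here, and for all 3029 the deposited value was the higher of the values of the 2 samples. For the other tags, none of which reached AC of 100, how the deposited value was made from the 2 samples could not be checked. AC is given here as deposited, without a replicate error, and read counts per tag were not used here, so that no confidence interval could be calculated for a single tag. Where AC is given for sperm 1 or sperm 2 alone, it is the paper's value from Table S5, and the difference between the 2 is the only measure of the spread between stallions. The part of Table S5 read here extended down to AC of 46.5 in sperm 1 and 50.8 in sperm 2, so it held both values for every tag with AC≥100. All positions refer to EcuCab2.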

Next generation sequencing (NGS) of total RNA from the sperm of two reproductively normal stallions generated about 70 million raw reads and more than 3 Gb of sequence per sample; over half of these aligned with the EcuCab2 [42] reference genome (Table 2). Average coverage (AC; normalized number of transcripts) values could be calculated for over 30 million reads that mapped to all equine chromosomes, including ChrUn and the mitochondrial genome (Table 2, Table S9), whereas 19,257 sequence tags with AC ≥1 were uniquely mapped to specific locations in the horse genome (Table 2). Of these, 14,982 map locations were shared between the two samples, while 2,188 and 2,087 were unique to sample 1 and sample 2, respectively (Fig. 4a). These differences could be due to a combination of individual and technical variations, and justified the use of two biological replicates in this study. 

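Each of the 19257 deposited tags had a location of its own. AC ranged from 2 to 272950.1 with a median of 14.6, and only 1 tag had AC under 5. The tags were 24 to 15387 bp long with a median of 45 bp and covered 2371372 bases. Of all tags, 10115 (52.5%) were shorter than the 50 bp read. When only tags of at least 50 bp were counted, there were 9142. Joining tags that lay within 100 bp of each other gave 18474 loci.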

Genomic locations of all mapped tags together with their absolute and relative AC values are presented in Table S5. The data are deposited in NCBI Gene Expression Omnibus [43], [44] and are accessible through GEO series accession number *GSE38725* (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38725).

**Figure 4:**
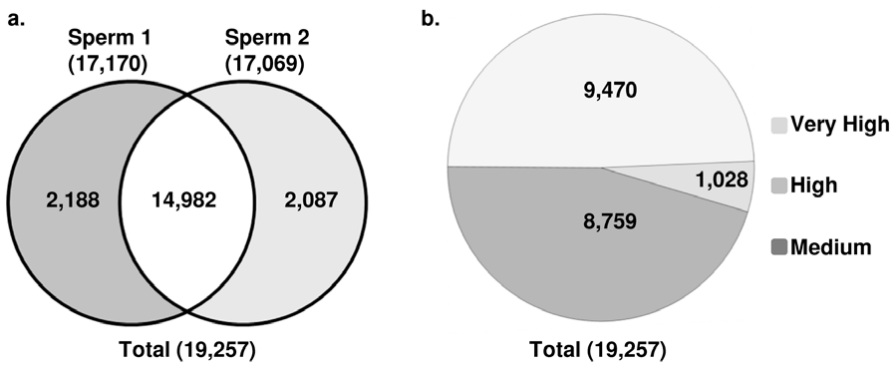
Summary statistics for mapped RNA sequence tags : (**a**) Comparison of mapped tags (AC≥1) between the two sperm samples; (**b**) Proportions of tags with very high (AC≥100), high (10<AC<100), and medium (1≤AC≤10) expression.

**Table 2:** Summary statistics for stallion sperm RNA-seq.

Number of:	Sperm 1	Sperm 2
Raw reads	64,488,380	76,386,416
Base-pairs	3,224,419,000	3,819,320,800
Reads aligned to EcuCab2	45,266,539	42,335,436
Alignment % to EcuCab2	70.2	55.4
Non-match reads	19,221841	34,050,980
Calculated total mapped reads*	38,087,876	30,261,556
Unique mapped reads**	17,170	17,069

* Aligned reads with calculated AC values.

** Reads with AC ≥1 mapped to unique locations (see Table S5 for details).

The 19,257 sequence tags mapped to all horse (*Equus caballus*, ECA) autosomes, the X chromosome, chromosome Un, and the mitochondrial (Mt) genome (Table 3). 

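The 31 autosomes and the X chromosome held 18952 tags, ECAUn held 302 and the Mt genome held 3. The largest numbers were on ECA1 (1741 tags), ECA11 (1544 tags) and ECA10 (1451 tags), and the smallest among the autosomes on ECA31 (116 tags). Per Mb, ECAUn held 2.57 tags, fewer than any autosome or the X chromosome. The median tag was 86.5 bp long on ECAUn, 103 bp on ECA11 and 28 bp on ECA29.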

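The 3 Mt tags lay at positions 1 to 15387, 15391 to 15630 and 15632 to 16652 of the Mt genome and together covered 16648 of its bases. The long tag had AC of 4390.4 (4390.4 in sperm 1 and 4296 in sperm 2). The second had AC of 52.2, with 10.9 in sperm 1 and 52.2 in sperm 2, and the third 77.2, with 77.2 in sperm 1 and 67.8 in sperm 2. These 3 tags corresponded to 180.1 tags per Mb, against at most 25.2 tags per Mb on an autosome. They carried 3.61% of the bases of all tags when each tag was weighted by AC.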

Because the horse Mt genome is only 16,660 bp [45], it showed the highest number of mapped tags per megabase (Mb) though only 3 tags mapped to this part of the genome. Among the autosomes, the number of tags in relation to chromosome size correlated well with the known gene densities and was the highest in ECA11, ECA12 and ECA13, and the lowest in ECA9 and ECAX (Table 3).

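Tags per Mb were calculated from the deposited tags and the chromosome lengths of Table S9, and genes per Mb from the gene numbers of Table 3, over the 31 autosomes and the X chromosome. Tag density was 25.2 per Mb on ECA11, 24.0 on ECA13 and 23.4 on ECA12, with 20.3, 17.5 and 22.4 genes per Mb, respectively. ECAX held 3.14 tags per Mb with 9.98 genes per Mb, and ECA9 held 3.30 tags per Mb with 7.30 genes per Mb. Table 3 gives ECA9 a size of 94 Mb and Table S9 a length of 83.6 Mb. With the sizes of Table 3, chosen after the data had been seen, ECA9 held 2.94 tags and 6.49 genes per Mb, so that it lay below ECAX in tag density. Across the 32 chromosomes, which are not replicate samples, Pearson's r was 0.692 (two-sided permutation test, p = 0.00013, Benjamini-Hochberg adjusted p = 0.000195) and Spearman's rho was 0.328 (p = 0.0676, adjusted p = 0.0676). With the sizes of Table 3, rho was 0.355 (permutation p = 0.0463, not adjusted). The adjustment covered 3 relations, these and the difference between chromosome groups given next. Without ECA11 and ECA12, the chromosomes farthest from the median gene density, r was 0.425 (permutation p = 0.0181) and rho was 0.185 (p = 0.326). Without ECA11, ECA12 and ECA13, r fell to 0.16 (permutation p = 0.411).
The chromosomes whose numbers start with 1 were set apart as a group, because their higher tag density was noticed in Table 3. Its tag numbers are those of the deposited tags, so that the test below does not allow for this choice. The groups did not overlap, but the step from 7.54 on ECA20 to 9.34 on ECA17 was no clear break. A larger one lay within the group, from 17.3 on ECA10 to 23.4 on ECA12. ECA1 and ECA10 to ECA19 held 9.34 to 25.2 tags per Mb, and each of the 21 other chromosomes held 3.14 to 7.54. The mean of the 11 chromosomes was 3.09 times that of the others (two-sided permutation of the chromosomes, p = 1e-05, the smallest p that 100000 resamples can give, adjusted p = 3e-05). Within the 11 chromosomes rho between tag and gene density was 0.800 (permutation p = 0.0047), and within the 21 others it was 0.266 (permutation p = 0.239). With tags of AC≥100 only, the density of the 11 chromosomes was 0.98 times that of the others (permutation p = 0.849), and rho with gene density over all 32 chromosomes was 0.499 (permutation p = 0.00384).

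**Figure D1:**
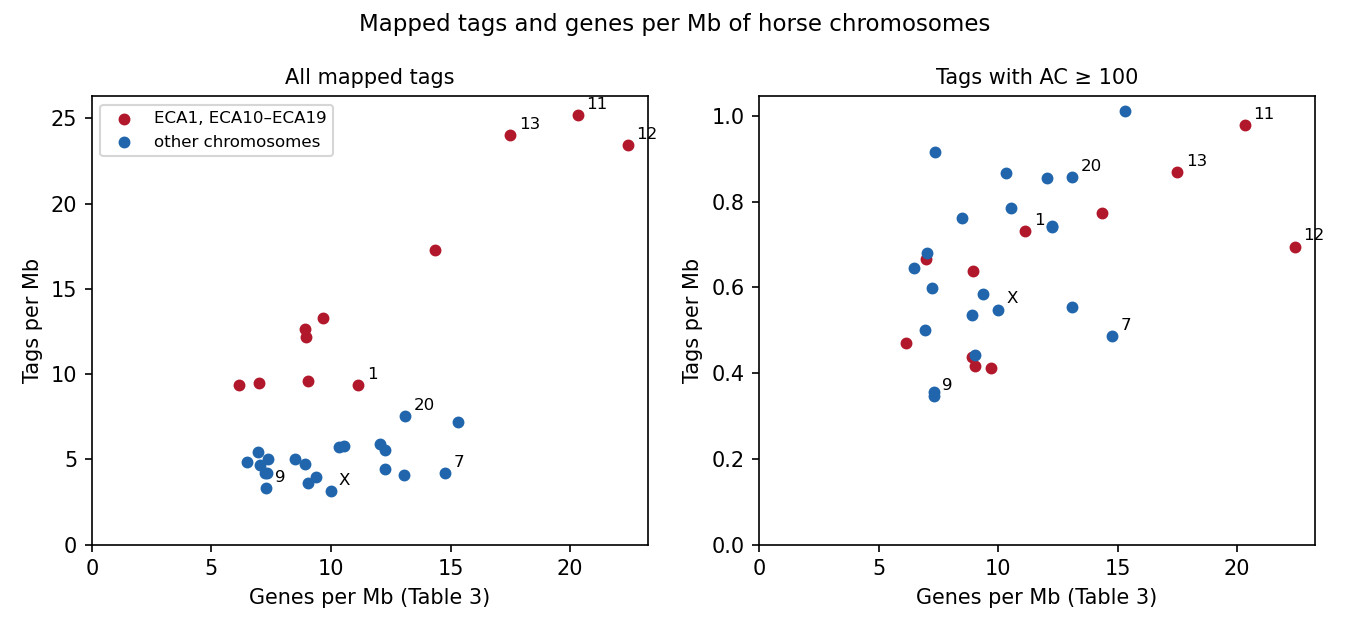
Mapped tags per Mb against genes per Mb (gene numbers of Table 3 over the chromosome lengths of Table S9), for all tags (left) and for tags with AC≥100 (right). Each point is a chromosome, red for ECA1 and ECA10 to ECA19 and blue for the 21 others, and selected chromosomes carry their numbers. With all tags the red points lie between 9.34 and 25.2 tags per Mb, above all blue points, and with AC≥100 the groups overlap.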

**Table 3:** Distribution and expression of mapped RNA sequence tags in the horse genome.

Sequence map data				RNA-seq data		
Horse chr.	Chr size, Mb	No. of genes*	Genes/Mb	No of tags(AC≥1)	Tags/Mb	ACmax
ECA1	185.8	2070	11.1	1,741	9	242,049
ECA2	120.8	1273	10.5	696	6	85,760
ECA3	119.4	1063	8.9	566	5	155,206
ECA4	108.5	980	9.0	390	4	30,327
ECA5	99.6	1221	12.3	440	4	15,063
ECA6	84.7	1107	13.1	346	4	31,927
ECA7	98.5	1455	14.8	412	4	49,977
ECA8	94	880	9.4	372	4	9,702
ECA9	94	610	6.5	276	3	7,597
ECA10	83.9	1204	14.4	1,451	17	18,607
ECA11	61.3	1245	20.3	1,544	25	49,866
ECA12	33	742	22.5	775	23	1,244
ECA13	42.5	745	17.5	1,023	24	4,197
ECA14	93.9	839	8.9	1,141	12	10,517
ECA15	91.5	815	8.9	1,159	13	42,457
ECA16	87.3	846	9.7	1,160	13	1,592
ECA17	80.7	497	6.2	754	9	4,436
ECA18	82.5	578	7.0	782	9	5,761
ECA19	59.9	541	9.0	574	10	2,189
ECA20	64.1	840	13.1	484	8	57,595
ECA21	57.7	491	8.5	290	5	1,717
ECA22	49.9	613	12.3	278	6	3,832
ECA23	55.7	410	7.4	281	5	14,218
ECA24	46.7	564	12.1	276	6	37,167
ECA25	39.5	605	15.3	284	7	12,795
ECA26	41.8	272	6.5	203	5	12,070
ECA27	39.9	277	6.9	217	5	5,922
ECA28	46.1	477	10.3	263	6	56,479
ECA29	33.6	246	7.3	141	4	55,336
ECA30	30	218	7.3	127	4	1,233
ECA31	24.9	176	7.1	116	5	19,300
ECAX	124.1	1239	10.0	390	3	133,493
ECAUn	n/a	n/a	n/a	302	n/a	272,950
Mt	0.016	37	2312.5	3	188	4,390
**TOTAL**				**19,257**		

**Mb**–megabase-pair; **AC**–average coverage; **Mt**–mitochondrial genome; map information for horse chromosomes was retrieved from Ensemb (http://www.ensembl.org/index. html); * includes known and novel protein coding, miRNA, rRNA, snRNA, snoRNA and Misc RNA genes.

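By the deposited AC, which for every tag with AC≥100 was the higher of the 2 samples, 1598 tags (8.30%) had AC≥100, 13415 (69.7%) had AC over 10 and under 100, and 4244 (22.0%) had AC of 1 to 10. In Table S5, 1028 tags reached AC of 100 in sperm 1, 1054 tags in sperm 2 and 484 tags in both. The mean AC of the 2 samples reached 100 for 1061 tags. Their sum, by which the paper's methods divide the tags, reached 100 for 2096. The number of very highly expressed tags thus ranged from 484 to 2096 with the AC value that sets the category. The 1598 tags had a median length of 39 bp, and 664 of them were at least 50 bp long. They held 97.8% of the bases of all tags when each tag was weighted by AC, whereas the 4244 tags with the lowest AC held 0.205%.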

According to the AC value which was used as the measure of expression level, the 19,257 tags fell into three categories: i) 1,028 (5%) tags with very high expression and AC≥100; ii) 8,759 (45%) tags with high expression and AC between 10 and 100, and iii) 9,470 (50%) tags with medium expression and AC between 1 and 10 (Fig. 4b). The distribution of very highly expressed tags in the horse genome was not uniform and tags with ACmax>100,000 were predominantly found in ECAUn, ECA1, ECA3, and ECAX, possibly indicating the locations of functionally important genes for the sperm. However, accumulation of very highly expressed tags to ECAUn is more likely because it contains multicopy sequences encoding for 18S and 28S ribosomal RNA which form about 80% of raw reads (see below). 

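AC exceeded 100,000 for 9 tags, of which 4 were on ECA1, 3 on ECAUn, 1 on ECA3 and 1 on ECAX. The highest was a 150 bp tag on ECAUn at 41671499 to 41671648 with AC of 272950.1, which differed more than 2-fold between sperm 1 (129842) and sperm 2 (272950). The next were on ECA1 at 183831291 to 183831514 with AC of 242049, at 183631902 to 183632216 with AC of 190566 and at 183854089 to 183854405 with AC of 189364. The first of these was identical over 211 bp to each of the others. The tag on ECA3, at 36417092 to 36417971, had AC of 58575 in sperm 1 and 155206 in sperm 2, and the tag on ECAX, at 51467917 to 51468014, had 71969.9 and 133493. From these positions the paper proposes that such tags mark locations of genes important for the sperm.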

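The 302 tags on ECAUn carried 54.6% of the bases of all tags when weighted by AC, and 26.1% of AC when tags were not weighted by length. Of these 302 tags, 93 had AC≥100. Among the tags with AC≥100, ECAUn held 61.6% of the AC-weighted bases in sperm 1 and 56.0% in sperm 2. To find rRNA sequence, each tag was aligned by BLAST with the 8 tags that Table 4 lists as rRNA, and counted if at least 40 bp and 50% of it aligned with at least 80% identity. These limits were chosen after the data had been seen. The 66 tags found this way lay on 20 of the chromosomes and held 63.3% of the AC-weighted bases, or 61.4% with identity of at least 90%. Not weighted by length, these shares of summed AC were 40.9% and 34.0%. The share refers to mapped tags and not to raw reads, and rRNA regions outside the 8 tags were not covered. The ECAUn tag at 55098361 to 55098992 with AC of 153853.4 was left out. Of its 632 bp, only 117 bp aligned with the 45S pre-rRNA tag on ECA29. The paper proposes multicopy 18S and 28S rRNA sequence as the reason why such tags accumulated on ECAUn.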

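The highest tag on ECA12 lay at 11239317 to 11239424 and had AC of 1244, with 133 in sperm 1 and 1244 in sperm 2. On ECA16 the highest tag was 25 bp long (22533741 to 22533765) and had AC of 1592, with 23.4 in sperm 1 and 1592 in sperm 2. On ECA30 it lay at 23651711 to 23651773 and had AC of 1233, with 1233 in sperm 1 and 997 in sperm 2. On ECA12 and ECA16 the maximum thus rested on sperm 2. These were the lowest maxima of all chromosomes, followed by ECA21 with 1717.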

Compared to this, the ACmax in ECA12, ECA16 and ECA30 was less than 1,000 sequence reads per locus (Table 3).

Overall, there was a good agreement between the two sperm samples regarding the number and AC values of about 80% of mapped tags across the genome, including the tags with very high expression (Table S5). 

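AC in both samples was compared over the 1598 deposited tags with AC≥100, with the paper's values of each sample from Table S5. Of these tags, 1395 had AC of at least 1 in both samples, and 408 of the 1395 (29.2%, 95% Wilson confidence interval 26.9% to 31.7%) were within 2-fold of each other. The median log2 ratio of sperm 1 to sperm 2 was 0.03, and the median absolute log2 ratio was 1.88. The median of 0.03 balanced opposite shifts by tag length. It was -1.14 for tags under 50 bp, 0.509 for tags of 50 to 99 bp and 1.96 for tags of at least 100 bp. Spearman's rho between the samples was 0.219 across these tags, which are not independent replicates. Over all 1598 tags, those with AC under 1 in either sample included, rho was 0.0808. By length, among tags with AC of at least 1 in both samples, rho was 0.142 under 50 bp, 0.594 at 50 to 99 bp and 0.529 at 100 bp or more. Selecting tags by the higher of the 2 values narrows their range, lowers rho and can lower the share within 2-fold. Among the 206 tags with AC≥1000, 103 of the 188 with AC of at least 1 in both samples (54.8%) were within 2-fold, and rho was 0.728. Among the 1392 tags with AC of 100 to under 1000, 305 of the 1207 with AC of at least 1 in both samples (25.3%) were, and rho was -0.129. Scaling sperm 1 by the ratio of the mapped reads of the 2 libraries gave 27.6% of tags within 2-fold. This came on top of the authors' scaling to the sample with the fewest reads, so it is not a separate correction for depth. The agreement of tags with lower AC was not analysed here as a whole.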

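Of the tags with AC≥100, 203 (12.7%) had AC under 1 in the other sample, 53 of them high in sperm 1 and 150 high in sperm 2. AC in the other sample was 0 for 167 of the 203. Such tags made up 20.7% of the 934 tags under 50 bp, 3.77% of the 265 tags of 50 to 99 bp and 0 of the 399 tags of at least 100 bp. The highest was a 69 bp tag on ECAX at 29939510 to 29939578 with the sequence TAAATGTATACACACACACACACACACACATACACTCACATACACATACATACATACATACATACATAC, which had AC of 11766 in sperm 2 and 0.36 in sperm 1. A 34 bp tag on ECA27 at 25157343 to 25157376 had AC of 3389 in sperm 2 and a 39 bp tag on ECAX at 65827102 to 65827140 had AC of 2238 in sperm 2, both with 0 in sperm 1. A 31 bp tag on ECA19 at 19605571 to 19605601 had AC of 2189 in sperm 1 and 0 in sperm 2, and was the highest tag of that chromosome.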

The most pronounced differences were cases where the same tag scored high or very high (AC>10) in one sample and low (AC<1) in another. Some differences in alignment of data in biological replicates were likely due to sequencing errors and chance alignments which is a significant problem for short reads and low alignment scores [46]. Among the 19,257 tags, 22% fell into this category and were uniquely mapped in sperm 1 or sperm 2 (Fig. 4a; Table S5).

#### Structural and functional annotation of RNA sequence data

Structural and GO annotations of the 19,257 mapped RNA-seq tags with AC≥1 were conducted by alignment to the equine reference sequence (EcuCab2; UCSC Genome Browser; http://genome.ucsc.edu/) using Enhanced Read Analysis of Gene Expression (ERANGE) software packages [47], as well as by homology-based approach against the human genome in GOanna (AgBase; http://www.agbase.msstate. edu/cgi-bin/tools/GOanna.cgi) pipeline. A total of 5,903 (∼30%) of all mapped tags, aligned with annotated genes in the horse genome and were classified by ERANGE as expressed sequence tags (5,268), mRNAs (495) and micro RNAs (140) (Fig. 5a). Since the structural annotation of the equine genome is as yet incomplete, we used a permissive ±20 kb parameter to identify additional untranscribed regions (UTRs), new external exons, and to discriminate best candidates for novel genes. Among the 5,903 annotated transcripts, ∼17% entirely fell within the boundaries of annotated genes, 83% partially aligned with known genes, and 0.03% localized within the extended gene boundaries (see Materials and Methods). Only 1,378 annotations uniquely corresponded to individual equine genes. Similarly, 34% (6,606) of all mapped RNA-seq tags aligned with annotated sequences in the human genome identifying 3,262 unique genes. Because the horse (ERANGE) and human (GOanna) annotations shared only 136 genes in common (Table S6), stallion sperm transcripts as observed by RNA-seq analysis corresponded to a total of 4,504 annotated genes (Fig. 5b).

**Figure 5:**
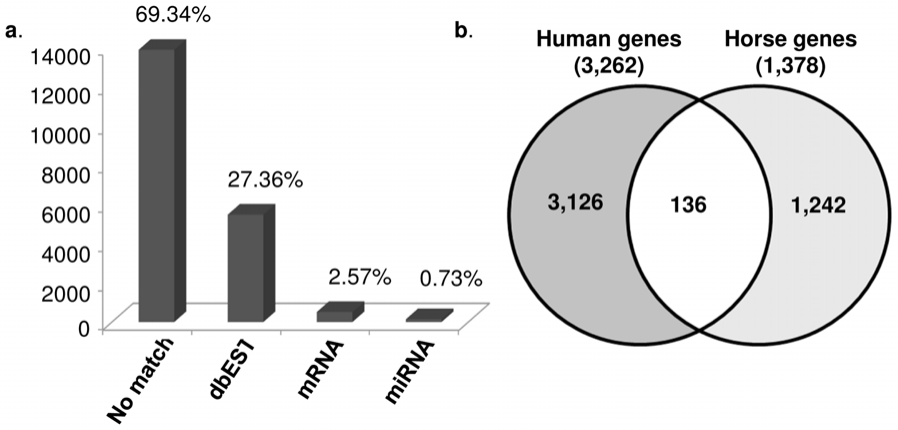
Structural annotation of 19, 257 mapped RNA sequence tags (AC≥1): (**a**) Distribution of the tags in structural annotation categories by ERANGE; (**b**) Comparison of annotated genes by GOanna (human genome) and ERANGE (horse genome).

The majority of mapped RNA sequence tags (13,354 tags, 70%) had no match in the current horse genome draft assembly by ERANGE. 

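The 12 tags of Table 4 were among the 17 deposited tags with the highest AC. The 8 tags listed there as rRNA had AC of 55336 to 272950.1 and were 47 to 1509 bp long. The longest matched 18S rRNA, lay on ECAUn at 64060479 to 64061987 and had AC of 62499 (62499.5 in sperm 1 and 58288 in sperm 2). A 28S rRNA tag of 811 bp on ECAUn at 55274673 to 55275483 had AC of 98779 (98779 in sperm 1 and 93973 in sperm 2). The tag on ECA20 at 7063095 to 7063141, listed as 18S rRNA, was shorter than the read and had AC of 57595 in sperm 1 and 29113 in sperm 2. The tags listed as 7SL RNA, the RNA of the signal recognition particle, had AC of 82611 on ECAX at 87062618 to 87062767 and 56479 on ECA28 at 36791911 to 36792005.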

From the tags that could not be annotated, we selected 12 tags with extremely high average coverage values (AC>50,000) and showed by manual BLAST analysis that 67% of these tags were highly similar to the rRNA in the 60S (5S, 28S) and 40S (18S) subunits of the eukaryotic ribosome (Table 4). High AC values of these tags indicated abundant representation of rRNA in stallion sperm.

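The 8 rRNA tags of Table 4 alone carried 26.1% of the AC-weighted bases of all tags and 21.7% of summed AC. Among the tags with AC≥100 their share of AC-weighted bases was 20.7% in sperm 1 and 27.9% in sperm 2. Of the 12 tags of Table 4, 9 were within 2-fold of each other between the samples, and the ratio of sperm 1 to sperm 2 ranged from 0.377 to 1.98. The tag on ECA1 at 89070491 to 89070650, listed as a hypothetical protein, was 93.8% identical over its 160 bp to the 28S rRNA tag on ECAUn. The tag listed as ribosomal protein S29 on ECA1 was 94.4% identical over 143 bp to the 7SL tag on ECAX. From the high AC of these tags the paper concludes that rRNA is abundantly represented in stallion sperm.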

**Table 4:** NCBI BLAST alignments for 12 most abundant (AC>50,000) un-annotated mapped RNA sequence tags.

Chromosomal Location	AC	NCBI BLAST alignment	NCBI accession number	E-value	Identity %
chrUn:41671499-41671648	272,950	*Sus scrofa* 28S rRNA	AB117610	2E-48	92
chr1:183854089-183854405	189,364	*Homo sapiens* RPS29 gene for ribosomal protein S29	AB061847	3E-150	99
chr3:36417092-36417971	155,205	Mouse 28S rRNA	X00525	0	91
chrX:51467917-51468014	133,492	*Crocodylus siamensis* 18S rRNA	EU727190	1E-13	93
chr1:89070737-89071827	104,507	*Equus caballus* 28S rRNA	NR_046309	0	99
chrUn:55274673-55275483	98,778	*Homo sapiens* 28S rRNA	M11167	0	91
chrX:87062618-87062767	82,610	*Homo sapiens* 7SL RNA,	NG_002426	2E-54	94
chrUn:64060479-64061987	62,499	*Bubalus bubalis* 18S rRNA	JN412502	0	99
chr20:7063095-7063141	57,594	*Crocodylus porosus* 18S rRNA	EU727191	3E-10	98
chr28:36791911-36792005	56,479	*Homo sapiens* 7SL RNA	M20910	9E-30	94
chr29:1282347-1282467	55,336	*Homo sapiens* 45S pre-rRNA	NR_046235	3E-51	99
chr1:89070491-89070650	53,940	*Equus caballus* hypothetical protein	XM_001916364	1E-60	94

Gene ontology analysis of the sperm transcripts that corresponded to 1,378 annotated equine genes and 3,262 human orthologs produced 10 main functional categories: 1) plasma membrane; 2) mitochondrial ribosomal protein; 3) chemokine receptor and protein folding; 4) transcription regulation; 5) ion binding; 6) cytoskeleton; 7) DNA packaging; 8) chromatin assembly complex; 9) GTPase activator, and 10) RNA processing factors and protein transport. Notably, EST and mRNA sequences with the highest AC values all had known functions in spermatogenesis or sperm-egg interactions (Table 5).

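The 19 genes of Table 5 rested on 15 distinct tags. A tag of 57 bp on ECA7 at 12712733 to 12712789 (AC 11766) was the tag of MMP1, MMP3 and LCP1, and CRISP2 and CRISP3 also shared a tag, as did TNP2 and PRM1. Of the 15 tags, 6 were shorter than the read. For 12 of the 15 tags AC was within 2-fold between the samples, and the largest difference was at NDUFV2 on ECA8 at 34011203 to 34011244, with 1997 in sperm 1 and 333 in sperm 2. The highest AC belonged to the tag listed for NEMF on ECA1, with 206116 in sperm 1 and 242049 in sperm 2. Over 120 bp it was 95.0% identical to the 7SL RNA tag on ECAX, and no other tag lay within 20000 bp of it. The tag listed for CTNNBIP1 on ECA2 at 41401844 to 41402040 had AC of 85760.1 (85760.1 and 68194 in sperm 1 and sperm 2) and was 87.4% identical over 183 bp to the horse 28S rRNA tag on ECA1. The MMP1 tag was 87.3% identical over 55 bp to a 28S rRNA tag on ECAUn. Similarity of the Table 5 tags to reference sequences of other abundant RNA was not tested. Of the genes with lower AC, GRP94 on ECA28 at 27396161 to 27396201 had AC of 239 (233 in sperm 1) and CASP1 on ECA7 at 14589648 to 14589678 had AC of 119 (79.1 in sperm 2).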

**Table 5:** Structural and functional annotations for mRNAs and ESTs with the highest AC values by RNA-seq.

NCBI Accession No	Gene symbol	Gene name	Location Chr:Mb	AC value	Predicted or known function(s)	Ref.
mRNA						
NM_001081847	*MMP1*	Matrix metallopeptidase 1	7:12.7	11766	spermatogenesis	[94]
NM_001082495	*MMP3*	Matrix metallopeptidase 3	7:12.7	11766	spermatogenesis	[94]
NM_001135102	*TNP2*	Transition protein2	13:33.2	1730	sperm chromatin structure	[95]
NM_001083596	*PRM1*	Protamine 1	13:33.2	1730	sperm chromatin structure	[96]
NM_001159690	*PKM2*	Pyruvate kinase, muscle	1:121.0	297	high fertility sperm	[97]
NM_001163873	*GRP94*	Glucose-regulated protein	28:27.3	238	sperm maturation	[98]
NM_001081764	*COL2A1*	Collagen, type II, alpha 1	6:65.6	222	testes development and descent, male infertility	[98]
NM_001160296	*FBXO9*	F-box protein 9	20:50.6	182	expressed in male germ-cells, sperm differentiation	[95], [99]
NM_001081842	*CASP1*	Caspase 1, apoptosis-related cysteine peptidase	7:14.5	119	male fertility	[100], [101]
NM_001081932	*CRISP2*	Cysteine-rich secretory protein 2	20:47.7	114	sperm capacitation and sperm-egg fusion	[102]
NM_001081874	*CRISP3*	Cysteine-rich secretory protein 3	20:47.7	114	protects sperm from degradation	[103]
dbEST						
CD470129	*NEMF*	Nuclear export mediator factor	1:183.8	242048	sperm-egg interaction	[104]
CX595503	*CTNNBIP1*	Beta-catenin-interacting protein 1	2:41.4	85760	cytoskeletal, cellular morphogenesis, germ cell loss and sterility	[105], [106]
CD466273	*LCP1*	Lymphocyte cytosolic protein 1	7:12.7	11766	sperm maturation	[107]
CD472316	*DNTTIP2*	Deoxynucleotidyltransferase, terminal, interacting protein 2	5:71.1	11420	chromatin remodeling	[108]
CD467145	*FGD3*	FGD1 family, member 3	23:54.9	10551	sperm motility	[109]
CX595998	*LYRM1*	LYR motif containing 4	20:5.6	8565	mitochondrial membrane polarization	[110], [111]
CX596255	*PDIA4*	Protein disulfide-isomerase A4 precursor	4:101.1	4232	spermatogenesis, sperm maturation	[112]
CX592294	*NDUFV2*	NADH dehydrogenase (ubiquinone) flavoprotein 2	8:34.0	1997	expressed in sperm	[113]

Finally, among the 140 sequence tags classified as miRNAs, 82 unique miRNAs were identified of which 17 completely aligned with known equine miRNA genes (Table S7). 

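The 82 miRNAs of Table S7 corresponded to 64 distinct deposited tags, because 11 tags each stood for several miRNAs, 29 miRNAs in all. A 25 bp tag on ECA17 at 61793042 to 61793066 with AC of 16.1 was listed for 6 miRNAs of a cluster (MIR17, MIR18A, MIR19A, MIR19B, MIR20A and MIR92A). The 64 tags were 24 to 604 bp long with a median of 31.5 bp, and 42 were shorter than the read. The tags carry the names given by the paper, whose annotation also took in tags within extended gene boundaries. Whether a tag holds the sequence of the miRNA it is listed for was not tested here.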

The majority of miRNAs (76%) showed high expression level (10 AC 100), 13 miRNAs (16%) had AC lower than 10, whereas 6 miRNAs-MIR34B, MIR34C, MIR191, MIR223, MIR1248, and MIR1905C-showed very high expression levels (AC≥100) in stallion sperm (Table S7).

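By the deposited AC, 5 of the 82 miRNAs had AC≥100, 64 (78.0%) had AC over 10 and under 100, and 13 had AC up to 10. The range was 6.73 to 537 and the median 16.2. MIR1248, on ECA19 at 24793832 to 24794009, had the highest AC with 537 in sperm 1 and 308 in sperm 2. MIR191, on ECA16 at 38001162 to 38001193, had AC of 160.4 in sperm 1 and 23.3 in sperm 2. MIR1905C, on ECA7 at 541073 to 541099, had 119 in sperm 1 and 125 in sperm 2. MIR34B and MIR223 were the remaining miRNAs with AC≥100. With the lower value of the 2 samples 3 miRNAs reached AC of 100, and with the sum of both 8 did. Table S5 gave both values for 12 of the miRNA tags, of which 3 were within 2-fold.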

#### Comparison of RNA-seq data with current gene models

Structural annotations of RNA-seq data by ERANGE for pyruvate kinase *(PKM2)*, cysteine-rich secretory protein 3 (*CRISP3)*, protamine 1 (*PRM1)*, and transition protein 2 (*TNP2)* were compared with the current NCBI equine gene models (UCSC Genome Browser; http://genome.ucsc.edu/). The genes were selected due to their known functions in sperm motility, packaging, structure and fertilization (Table 5), and because all four genes were represented by high number of transcripts (AC>100) in the sperm.

Of the 9 tags that mapped to *PKM2*, each corresponded to two different NCBI accessions (Table S8) suggesting the presence of two splice variants in stallion sperm. Based on the AC values, the variant comprising of exons 1, 3, 4, 5, and 6 was more abundant than a variant where exons 2 and 9 were included; no tags aligned with exons 7, 8, 10, and 11. However, a relatively abundant (AC = 94.16) sequence tag aligned with a 5′ upstream region of the gene indicating likely presence of an additional exon (Fig. 6a).

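The 9 PKM2 tags lay on ECA1 between 121092067 and 121112689. The tags of exons 1, 3, 4, 5 and 6 had AC of 298, 241, 180.4, 177 and 103, and the tags of exons 2 and 9 had 52.1 and 16.5. The median of the first set, 180.4, was 5.26 times the median of the second, 34.3. All of these deposited values were those of sperm 1 where both samples could be compared. AC in sperm 2 was lower for each of the 8 tags with both values, by a ratio of sperm 1 to sperm 2 between 2.81 and 10.4. Within each sample exons 1, 3, 4, 5 and 6 stayed above exon 2: the lowest of the first was 103 against 52.1 in sperm 1 and 33.7 against 4.99 in sperm 2. The lowest AC of the first set was thus 1.98 times that of exon 2 in sperm 1 and 6.75 times in sperm 2. Within the first set, AC of exon 1 was 2.89 times that of exon 6 in sperm 1. In sperm 2 exon 1 had 50.6 and exon 6 had 36.6, and the first set ranged from 33.7 to 55.5. The spread within the first set exceeded its distance from exon 2 in sperm 1 but not in sperm 2. From these AC values the paper concludes that the variant of exons 1, 3, 4, 5 and 6 was the more abundant one.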

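The upstream tag lay on ECA1 at 121092067 to 121092223, 157 bp long, and was 1.81 times as high as the exon 2 tag. In sperm 2 its AC was 14.3. A further tag in the 5′ untranslated region at 121097639 to 121097781 had AC of 186 in sperm 1 and 25.7 in sperm 2. The deposited sequence of the upstream tag was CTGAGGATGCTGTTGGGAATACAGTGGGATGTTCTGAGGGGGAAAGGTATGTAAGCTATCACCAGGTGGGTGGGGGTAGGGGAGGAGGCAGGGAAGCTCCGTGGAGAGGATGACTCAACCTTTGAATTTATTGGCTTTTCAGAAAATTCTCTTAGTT. The paper proposes an additional exon at this position.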

**Figure 6:**
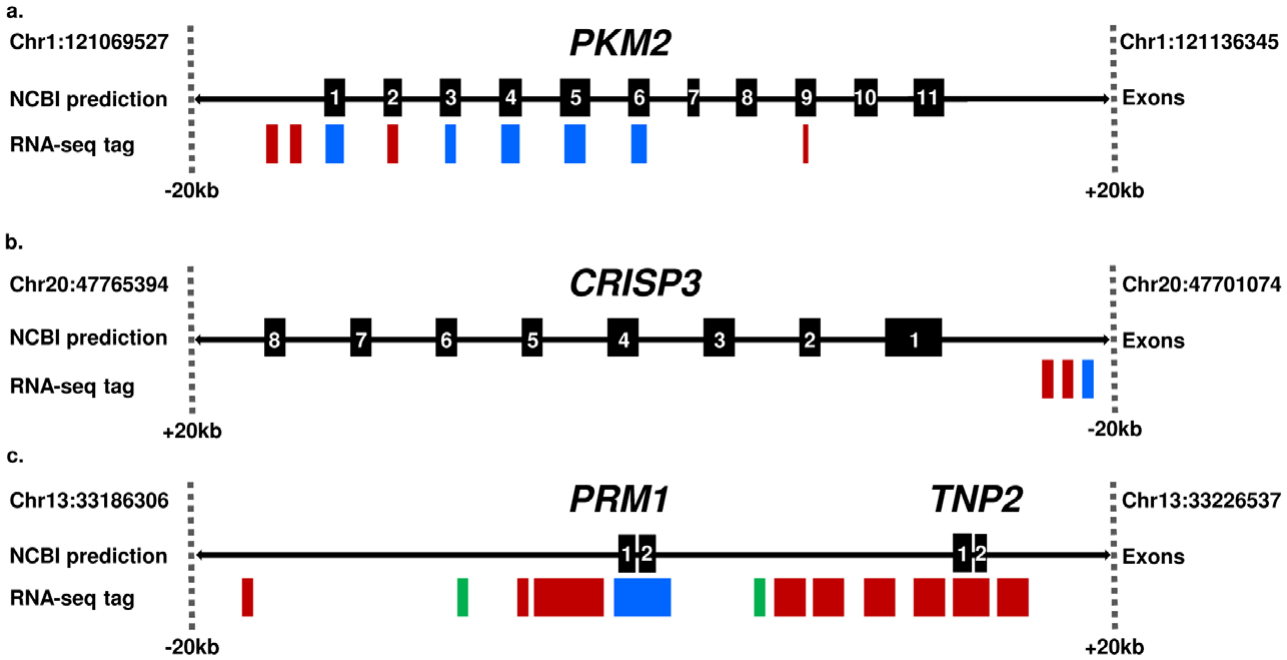
Comparison of RNA-seq data with current equine gene models: (a) *PKM2* showing 9 *in silico* prediction sites, of which two are positioned 5′ upstream to exon 1; (b) *CRISP3* with 3 *in silico* prediction sites, all located 5′ upstream to exon 1; (c) *PRM1* and *TNP2* cluster (the protamine cluster) with 12 *in silico* prediction sites of which only two align with *PRM1* and *TNP2* exons. Black boxes with numbers –exons in current gene models; blue boxes –very highly expressed tags (AC≥100); red boxes–highly expressed tags (10<AC<100); green boxes–tags with medium expression (1≤AC≤100). Exact start and end sites of all mapped tags are presented in Additional file 7.

The three *CRISP3* sequence tags mapped 5′ upstream from the current gene model and did not align with any of the eight known exons (Fig. 6b). This could indicate inaccurate annotation of the gene in the equine draft assembly (EcuCab2) [42] or the presence of additional 5′exons.

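The CRISP3 tags lay on ECA20 at 47701763 to 47701860 (AC 114, with 108 in sperm 1 and 114 in sperm 2), 47702610 to 47702757 (AC 36.0) and 47706160 to 47706240 (AC 26.1). Measured to the gene start given in Table S8, they lay 14835 to 19312 bp upstream. The first, of 98 bp, had the sequence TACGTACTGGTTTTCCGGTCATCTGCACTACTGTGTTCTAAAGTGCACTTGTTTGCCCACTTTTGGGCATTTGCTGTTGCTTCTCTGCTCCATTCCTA.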

All RNA-seq mapped tags that aligned with *PRM1*, aligned also with *TNP2*, thus having two distinct accession locations (Table S8, Fig. 6c) in this tightly regulated protamine gene cluster [48], [49]. Transcripts with the highest AC values aligned with the two *PRM1* exons, while a number of sequence tags with high to medium AC values mapped 5′ upstream of *PRM1*, and between *PRM1* and *TNP2* (Fig. 6c)-the latter corresponding to parts of the initial joint transcript of the protamine gene cluster [48], [49].

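The protamine cluster held 12 tags on ECA13 between 33198245 and 33216705. The tag over the PRM1 exons, at 33206208 to 33207592, was 1385 bp long and had AC of 1730.25 (621 in sperm 2). It was 25.3 times as high as the next tag, at 33215022 to 33215459 in the TNP2 cDNA, with AC of 68.5 (68.5 in sperm 1 and 21.9 in sperm 2). With the sum of the 2 samples the ratio was 26.0. The tags between PRM1 and TNP2 had AC of 7.20 to 39.2, those upstream of PRM1 had 7.67 to 15.7, and the other TNP2 tag, at 33216307 to 33216705, had 30.7. Of all 12 tags, 9 had AC over 10 and under 100 and 2 had AC under 10. The spread between stallions was 2.79-fold and 3.13-fold at the 2 tags with both values, far less than the difference between the PRM1 exon tag and the rest of the cluster.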

#### Discovery of Y chromosome transcripts in stallion sperm

Horse Y chromosome sequences are not present in the draft assembly (EcuCab2) [42] or in the whole genome (WG) expression oligoarray [50]. Therefore, we used the recently published catalogue for 29 ECAY genes and ESTs that have cDNA evidence [51], and found seven transcripts in the sperm (Fig. 7). These included one X-degenerate gene (*DDX3Y*), three horse specific novel transcripts (*ETSTY4, ETSTY6* and *ETY1*), and three Y-acquired retrotransposed genes (*EIF3CY, MTND1* and *RPS3AY*).

**Figure 7:**
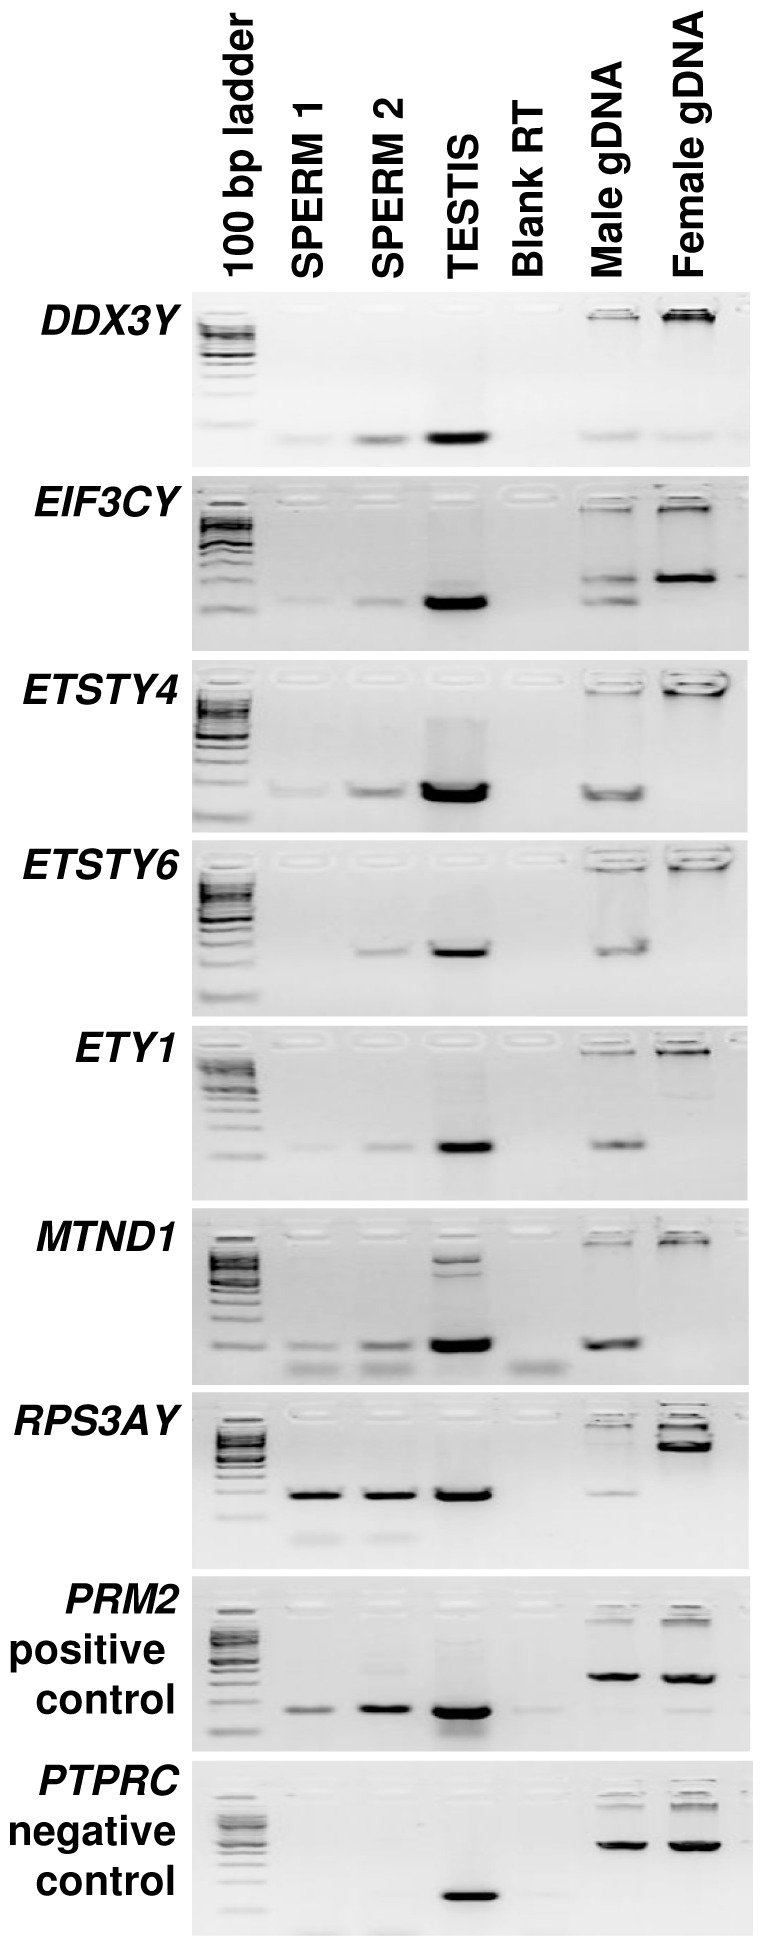
ECAY transcripts in stallion sperm. Agarose gel images showing RT-PCR amplicons of 7 ECAY genes and transcripts in stallion sperm.

#### Comparison of microarray and RNA-seq data

The 21,000-element equine gene expression oligoarray is designed to specifically target genes, so that each probe on the array corresponds to a specific gene or EST [50]. The RNA-seq data, on the other hand, comprises the entire transcriptome and multiple sequence tags can be mapped to a genomic region corresponding to one gene. This explains the substantial difference between the number of sperm RNAs detected by microarray analysis (6,761 transcripts) and by RNA-seq (19,257 mapped tags). Nevertheless, the two datasets were similar regarding the number of annotated genes: 3,319 by microarray and 4,504 by RNA-seq. While 65–70% of the microarray transcripts were present among RNA sequences (data not shown), RNA-seq additionally identified miRNAs and over 13,000 anonymous mapped tags. The latter potentially correspond to splice variants of known genes, to genes yet to be annotated, to various non-coding RNAs (ncRNAs), and maybe even to a few novel genes. Importantly, RNA-seq data allowed refined quantitation of RNA transcripts as expressed by the AC values (Table S5), to determine the level of their expression in stallion sperm.

## Discussion

The discovery of haploid transcripts in mammalian sperm dates back to almost two decades when *c-MYC* mRNA [52] and MHC Class I transcripts [53] were detected by RT-PCR in human sperm. Since then, a number of studies have characterized individual transcripts, as well as the global transcriptome of the sperm in normal and subfertile men [6], [8], [28], [31], [54]. In animals, sperm transcripts have been studied in bulls [29], [32], [33], [34], boars [23], [35], and recently in the water buffalo [55] using human microarrays, species-specific small custom-made microarrays, or quantitative PCR. To our best knowledge, the present study is the first global sperm RNA analysis in stallions, though massively parallel sequencing has been recently used to study RNAs in the sperm of men [56] and mice [57]. Our findings that thousands of coding and non-coding RNAs are present in mature stallion sperm are in good agreement with previous research in the field [6], [34], [56], [57].

### Microarray analysis *versus* RNA-seq

Analysis of stallion sperm transcriptome by microarray and RNA-seq in the present study, allowed comparison of the two approaches for the efficiency to detect sperm mRNAs. The information obtained by gene expression microarrays is typically influenced by array design and annotation, with a possible advantage that previously known annotations of array probes will reduce the bioinformatics load of analysis. The 21,351-element equine WG oligoarray [50] used in this study contains 14,531 GO annotated gene products (AgBase: http://www.agbase.msstate.edu/) of which 3,319 were identified in the sperm. In contrast, transcriptional profiling by RNA-seq is unbiased, targets all classes of RNAs, and substantially outperforms microarray in the dynamic range of the expression levels [47], [58]. Indeed, the heterogeneity and expression range of the 19,257 mapped RNA-seq tags in stallion sperm essentially exceeded the microarray data. 

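Between the lowest and the highest deposited AC lay a factor of 136475, or 5.14 on the log10 scale. The lower end rested on a single tag, and from the second lowest AC, 5.06, the factor was 53943, or 4.73 on the log10 scale. Tags with AC of 1 to 10 carried 0.807% of summed AC, tags with AC over 10 and under 100 carried 7.50%, and tags with AC≥100 carried 91.7%.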

The downside, however, was limited power of structural annotation of the RNA sequences due to which 70% of mapped tags remained anonymous and will be targets for bioinformatics pipelines in the future. Partial incompatibility between the accession identities of microarray and RNA-seq annotations set additional limitations to efficiently compare the two datasets. We conclude that RNA-seq is certainly the method of choice for global transcriptome analysis and for the discovery of biomarkers for stallion fertility.

### Sperm *versus* testis: selective retention of mRNAs in sperm

The sperm of reproductively normal stallions contained a rich repertoire of about 6,000 mRNAs/ESTs (Figs. 1, 5a) which, according to microarray analysis, represent approximately 50% of the mRNAs found in the testes (Fig. 1), a ratio similar to that reported for men [6]. The ∼11,000 testes transcripts, as determined here by microarray, are close in number to the 12,013 expressed genes recently found in stallion testes by RNA-seq [59].

The majority of mRNA/EST transcripts in stallion sperm were concordant with those in testes (Fig. 1), supporting the prevailing idea that sperm transcripts are solely historical records of spermatogenesis in testes [1], [6], [7], [8], [60], [61]. Therefore, the detection of 60 sperm up-regulated and 165 sperm-enriched transcripts by microarray analysis was a surprise. Because GO analysis of these transcripts showed their direct relevance to sperm functions (Figs. 2, 3; Tables S2, S3), it is tempting to speculate that certain transcriptional products of spermatogenesis are selectively retained in the sperm but not in the testes. This was further supported by GO annotations for the sperm RNAs that corresponded to known genes, mRNAs and ESTs (Table S1, Table 5) showing that the majority of sperm transcripts relate to a few defined functional categories. These included cytoskeleton and G-protein coupled receptor activities, transmembrane transport, ion channels, and mitochondrial ribosomal proteins-functions involved in sperm chemotaxis, capacitation, sperm-egg interactions, and the acrosome reaction [62], [63], [64]. For example, ion channels play an important role in fertilization by facilitating interactions of the sperm with its environment and the egg during capacitation, sperm-egg recognition, and the acrosome reaction [65], [66]. Trans-membrane transport of glycoproteins on the surface of sperm tails, on the other hand, is required for primary binding of the sperm to the zona pellucida during capacitation and sperm-cumulus interaction [67]. Even though the high abundance of olfactory receptors (OR) and the predominance of sensory perception related biological processes in sperm transcriptome (Table S1) seems at first sight bizarre, ORs too are directly involved in sperm functions. There are between 20 and 66 testicular ORs in mammals which play pivotal roles in progesterone activated signal transduction pathways in guiding sperm chemotaxis, capacitation, Ca^2+^- channels and acrosome reaction [64], [68]. The findings also set an important foundation for future research to examine whether the regulation of ORs in individual sperm cells is as tightly controlled as their expression in the central nervous system, where each neuron expresses monoallelically only one particular OR [69]. This might be of value for assisted reproduction and for the improvement of the therapy of subfertility.

### Y chromosome transcripts in stallion sperm

One of the original findings was the detection of seven Y chromosome mRNAs in stallion sperm (Fig. 7). Sequences of the Y chromosome are typically missing from EST and cDNA libraries, from genome sequence draft assemblies, and thus, from expression arrays and gene annotation pipelines. Therefore, Y transcripts in the sperm have been identified only in species with advanced Y chromosome gene catalogues–*DBY*, *SRY*, and *RPS4Y* in men [70] and *Dby* in mice [24]. Given the known role of Y chromosome genes in spermatogenesis and male fertility and their high expression levels in testes [51], [71], the presence of Y transcripts in sperm is not surprising. Although, it is noteworthy that among tens of Y genes expressed in testes, only a few transcripts are retained in the sperm. Among these, *DBY* (alias *DDX3Y*) is of particular interest because it is present in the sperm of all three species–humans, mice and horses. In mice, *Dby* transcripts are retained in the sperm after capacitation and transferred into the oocyte during fertilization. These transcripts are thought to be necessary for the early development because blocking *Dby* with antisense RNA results in inhibition of zygotic development in mice [24]. Given that Y transcripts are delivered to the zygote exclusively by the sperm, the functions of ECAY transcripts in stallion sperm need further investigation.

In summary, functional coherence of the GO categories of stallion sperm coding RNAs is in agreement with the observations in humans that sperm mRNAs are not random untranslated remnants of spermatogenesis but constitute a population of stable full-length transcripts that are selectively retained for functions in fertilization and early development [6], [11].

### Non-coding RNAs: rRNAs, miRNAs and lncRNAs

Direct sequencing of stallion sperm total RNA allowed the discovery and identification of RNA species other than mRNAs. Among these, ribosomal RNAs (rRNAs) comprised a substantial portion of mapped tags with very high AC values (Table 4). This was a surprise because it has been a common knowledge that the sperm are depleted of rRNA [6], [72]. 

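Among the 1598 tags with AC≥100, 58 were similar in sequence to the rRNA tags of Table 4, 7 to its 7SL RNA tags and 57 to the Mt genome, by the same alignment limits. Together with similar tags of lower AC they held 74.3% of the AC-weighted bases, with 3.86% in tags similar to 7SL RNA and 7.19% in tags similar to the Mt genome, the Mt tags themselves included. Not weighted by length, they held 54.6% of summed AC, with 8.93% for 7SL RNA and 4.73% for the Mt genome. The 7SL and combined shares leave out the ECA1 tags with AC of 190566.3 and 189364.3. Each was 94.4% identical to the 7SL tag on ECAX, but over only 143 bp of its 315 and 317 bp, respectively. This was below the limit for the aligned share of a tag. With these tags counted, the 7SL and combined shares would be higher. The rRNA and combined shares likewise leave out the ECAUn tag at 55098361 to 55098992 with AC of 153853.4. It was 99.1% identical to the 45S pre-rRNA tag on ECA29, but over only 117 bp of its 632 bp. The 119 tags similar to the Mt genome lay on 27 chromosomes, the Mt genome included.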

Absence of intact 18S and 28S rRNA peaks has been shown in most microarray-based sperm transcriptome studies [6], [32], [35], [38] and is an established standard for sperm RNA quality evaluation [73]. Recent RNA-seq of human sperm transcriptome [56] reveals that the truth lies in the middle: 18S and 28S are the most abundant (80%) sperm transcripts but they are not intact. Sperm rRNAs undergo selective cleavage which specifically destroys full-length rRNAs but does not affect mRNAs or small non-coding RNAs. Cleavage of sperm rRNAs is needed to ensure translational cessation and prevent spurious protein synthesis in the sperm. These findings explain the presence of rRNAs in the stallion sperm in this study but also clarify why 18S and 28S peaks are absent from sperm RNA quality control electropherograms [73].

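The distinct tags behind the miRNAs of Table S7 made up 0.332% of the deposited tags. Counted as miRNAs, with shared tags counted for each, the share was 0.426%. Of the distinct tags, 48 had AC over 10 and under 100 and 11 had AC up to 10.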

One of the most exciting results was the discovery of 82 sperm miRNAs (Table S7) which comprised 0.73% of all RNA-seq mapped tags (Fig. 4) and were annotated according to the *in silico* detection of miRNAs in the horse genome [74]. The number of miRNAs in stallion sperm was comparable with the 68 miRNAs found in human spermatozoa [13], and several stallion miRNAs were the same as identified in the sperm of men [75], boars [76] and mice [57], [77]. Among the latter, the most noteworthy were the sperm-borne miRNAs which are required for the first cleavage division and are found in mouse sperm and one-cell embryos but not in the oocytes or embryos past the one-cell stage. 

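MIR34B was represented by a 34 bp tag on ECA7 at 20101184 to 20101217, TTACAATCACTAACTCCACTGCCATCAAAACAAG, with AC of 337 (337 in sperm 1 and 125 in sperm 2). The tag of MIR34C, of 29 bp, followed at 20101727 to 20101755 with the sequence CTAGGCAGTGTAGTTAGCTGATTGCTAAT and a deposited AC of 21.3. The tag of MIR449A on ECA21 at 17151964 to 17151989, TTGGCAGTGTATTGTTAGCTGGTTGA, had AC of 81.8 in sperm 1 and 1.85 in sperm 2, so that its level rested on a single stallion.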

Three such miRNAs [77], MIR34B, MIR34C and MIR449A, were highly abundant (AC≥100) in stallion sperm (Table S7). While the functions of sperm microRNAs in equine biology are yet to be determined, recent discoveries in mouse and humans suggest that sperm miRNAs, as well as novel piRNA- and tRNA-derived small RNAs [57], [78], regulate gene expression in the early zygote either by direct interaction with mRNA or via epigenetic mechanisms [13], [20], [21], [77], [79]. For example, miR-124, also found in stallions, is critical for the establishment of a distinct, heritable chromatin structure in the promoter region of *Sox9* and is responsible for RNA-mediated epigenetic control of embryonic and adult growth in mice [79]. 

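The tag listed for MIR124-2 was 24 bp long, TTTTCATAGAAGCCCAATTTCATA, and lay on ECA9 at 20516357 to 20516380. Its AC of 14.5 was below the median AC of the distinct miRNA tags, 16.3. Its AC in each sample was not analysed here. Whether this tag holds the sequence of the miRNA was not tested, so its AC may not be the level of MIR124-2.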

Further, recent comparative study on birth and expression evolution of mammalian miRNA genes [80] indicates the particular importance of X-linked miRNAs in testes where they are potentially involved in diverse functions during spermatogenesis. These X derived miRNAs tend to be duplicated and have higher expression levels than autosomal miRNAs. 

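The X-linked miRNAs rested on 3 distinct tags. MIR223, on ECAX at 48489279 to 48489317, had the sequence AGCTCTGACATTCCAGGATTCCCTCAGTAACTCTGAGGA and had AC of 48.4 in sperm 1 and 296 in sperm 2. MIR764, MIR1264 and MIR1912 shared a 29 bp tag at 90696364 to 90696392 with AC of 18.1 in sperm 1 and 73.5 in sperm 2. MIR374A and MIR545 shared a 24 bp tag at 55505996 to 55506019 with AC of 19. The median AC was 73.5 for the 3 X-linked tags and 16.2 for the 61 autosomal miRNA tags. With 3 X-linked tags no test was made. Whether these tags hold the sequences of the miRNAs was not tested. Their AC may therefore not be the level of X-linked miRNAs.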

Though the functions of miRNAs in testes and sperm are likely different, it is worth mentioning that among the 82 sperm miRNAs identified in this study, six were derived from the X chromosome of which MIR223 has high expression level (AC = 295; Table S7).

The discovery of over 100 sperm miRNA sequence tags of which 82 could be aligned with unique miRNAs evidenced that to some extent the small RNA fraction can be successfully targeted by global transcriptome sequencing, without special small RNA library construction. However, given that mammalian species on average have about 300 miRNAs [80] and that sperm are enriched with mse-tsRNAs (mature sperm-enriched tRNA-derived small RNAs) [78] and other small non-coding RNAs [57] with likely functions in development, additional studies are needed for in depth analysis of the small non-coding RNA fraction of stallion sperm.Male germ cells also contain transcripts of long non-coding (lnc) regulatory RNAs [21] which are longer than 200 nucleotides, have little or no protein-coding capacity, and regulate gene expression through a diversity of mechanisms [81]. Because only three lncRNA genes are available for the horse in the Long Non-Coding RNA Database (http://lncrnadb.com/) and lncRNA sequences are not conserved across species [81], the RNA-seq annotation pipelines (ERANGE, AgBase) [47] did not identify any lncRNAs. However, we anticipate that among the over 13,000 RNA-seq tags that could not be annotated in this study, many represent small and long regulatory RNA species.

### Functions of sperm transcripts

Recent studies have essentially challenged the prevalent concept that the sperm are transcriptionally and translationally dormant cells [82] and that sperm transcripts have no functions of their own [1], [6], [7], [8], [11], [61], [83]. For example, there is evidence that the mature sperm possess an efficient RNA polymerase machinery for transcription, mRNA splicing and for reverse transcription of the primary RNA into stable cDNAs [84], majority of which are delivered during fertilization to the zygote [16]. Sperm mRNAs can be *de novo* translated using mitochondrial-type ribosomes and at least 26 such sperm-translated proteins are known to be required during capacitation, sperm-egg interactions and fertilization [17], [18], [19], [85]. Also, sperm coding and non-coding RNAs are thought to have a role in stabilizing sperm chromatin and facilitating the selective escape of sequences necessary for early development from repackaging by protamines [15]. This is in line with our findings that stallion sperm mRNAs are not retained randomly but form a distinct population with functions directly relevant to sperm-egg interactions, fertilization and embryonic development. Furthermore, the presence of non-coding regulatory RNAs suggests that like in mice, RNAs can serve as epigenetic modifiers of gene regulation in early equine development [10], [20], [21], [86]. Despite these recent advances, functions of the majority of RNAs found in mammalian sperm remain to be identified [10] and need further investigation.

The primary practical goal of sperm transcriptome analysis in humans and animals is the detection of transcripts that could serve as biomarkers or diagnostic tools for fertility evaluation. For example, elevated protamine mRNA retention in human sperm is an indication of abnormal protamine translation and infertility [27]. Also, consistent and biologically relevant differences in sperm mRNA expression profiles have been found between fertile men and men with teratozoospermia [26], cryptorchidism [28] and idiopathic infertility [30], [31]. In bulls, DE sperm transcripts have been associated with high or low sperm motility [29], as well as with overall high- and low-fertility [34]. In boars, statistically significant differences in sperm mRNA profiles have been associated with seasonal changes in the reproductive status [36]. Overall, the current knowledge about sperm transcriptome in men and animals suggests that sperm RNA profiles could be used as a genetic fingerprint of normal fertile males and as a molecular diagnostic platform for male infertility. In this respect, the results of the present study, particularly the expression data for sperm miRNAs and the mRNAs relevant to sperm functions, set a foundation for the development of sperm-based markers for fertility evaluation in stallions in the future.

### RNA-seq data and structural annotation of the horse genome

While the primary goal of this study was to characterize in detail the transcriptome of stallion sperm, the generated RNA-seq data is a valuable resource for the improvement of horse genome structural annotation [54]. This was illustrated by suggesting additional exons, splice variants or another genomic location for four important sperm genes-*PKM2, CRISP3, TNP2* and *PRM1* (Fig. 6). Thus, the RNA-seq data is a valuable resource to improve the structural annotation of the horse genome, and for the discovery of novel genes and regulatory RNAs.

## Methods

### Ethics statement

Procurement of stallion semen and testes was performed according to the *United States Government Principles for the Utilization and Care of Vertebrate Animals Used in Testing, Research and Training* and were approved by the Clinical Research Review Committee (CRRCs #08–19; #08–33; #09–32; #09–47) and Animal Use Protocol #2009–115 at Texas A&M University, supplemented with Informed Owner Consent From stating that owners of the stallions gave permission for their animals to be used in this study.

### Samples

Fresh ejaculates from five reproductively normal stallions were collected using an artificial vagina (Missouri model). The ejaculates were first evaluated for sperm concentration, motility characteristics and morphological features [87], [88], followed by purification from somatic cells and immature sperm by EquiPure™ (Nidacon International, Sweden) discontinuous gradient centrifugation [73]. Testes samples were obtained from four normal stallions by castration. Purified sperm and testes were stored in RNAlater (Ambion) at −80°C until use.

### RNA isolation and evaluation

Total RNA was isolated from sperm with TRIzol reagent (Invitrogen) as described by Das and colleagues [73], and from testes using RNeasy mini elute kit (Qiagen) and manufacturer's protocol. The RNA samples were cleaned from genomic DNA (gDNA) with Turbo DNase kit (Applied Biosystems/Ambion) and purified with RNeasy MinElute Cleanup kit (Qiagen). The quantity and quality of isolated RNA were evaluated with spectrophotometer (NanoDrop 1000, Thermo Fisher Scientific), Bioanalyzer (Agilent Technologies), and reverse transcriptase PCR (RT-PCR) using primers for sperm- and testes-specific *PRM2* (protamine 2), and somatic cell-specific *PTPRC* (protein tyrosine phosphatase, receptor type, C) (Fig. S2) [73]. The spectrophotometer OD values for all total RNA samples must to be 1.70–1.75 for absorbance ratios A260/A280, indicating that the RNA is free from proteins and organic compounds [89]. The Bioanalyzer profiles distinguish between testes and sperm total RNA: RNA Integrity Number (RIN) above 8 and two peaks corresponding to 18S and 28S rRNAs are indicators for the good quality of testes RNA; in contrast, sperm is depleted of intact rRNA (Fig. S2) [73]. RT-PCR with intron-spanning primers for *PRM2* validate that all RNA samples are free of genomic DNA, while no amplification of *PTPRC* in sperm indicates that the sperm RNA is not contaminated with RNA from somatic cells (Fig. S2) [73].

### RNA linear amplification

For microarray hybridizations, sperm and testes total RNA was subjected for two rounds of linear amplification by T3/T7 promoter synthesis with RNA Amplification RampUp kit (Genisphere) following manufacturer's instructions. Starting with 20–30 ng of total RNA, about 20–60 µg of sense-strand mRNA was obtained and stored at −80°C until use.

### Expression microarray hybridizations

Four different testes and five sperm RNA samples were used for microarray hybridizations. Testes samples were pooled to generate a reference RNA for normal stallion testes, while sperm samples were used individually. Individual sperm and pooled testes RNA was converted into cDNA and labeled with Cy3 or Cy5 using 3DNA Array 900MPX Detection kit (Genisphere). Transcriptional profiles of stallion sperm and testes were studied by hybridization to the Texas A&M 21,351-element equine WG expression oligoarray [50]. Each hybridization experiment comprised a pair of differently labeled (Cy3 or Cy5) RNAs: the testes reference and one of the five sperm samples. Including a dye swap, a total of ten microarray hybridizations were conducted in a Sure Hyb hybridization chamber (Agilent Technologies) overnight, followed by post-hybridizaton washes in pre-warmed (42°C) 2× SSC with 0.2% SDS and 0.2× SSC at room temperature for 15 min each.

### Microarray data analysis

The slides were scanned with a Gene Pix 4100B scanner at 5 micron resolution (Molecular Devices). Spot-finding and quantification of array images was carried out using *Gene Pix Pro 6.1* software and the data were stored as GenePix Results (.gpr) files. The raw intensity data were normalized within individual arrays using print-tip LOWESS method [90]. To be considered significant, the signal for a candidate had to be above a threshold value (SNR ≥2) determined according to the fluorescence output of the negative controls printed on the microarray. Bayesian t-test was performed to consider DE genes between the sperm and testes: signal FC >2 and *p* value 0.05 were considered significant. The normalized data were analyzed with Bioconductor LIMMA package in the *R* computing environment, followed by GO analysis using DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov/) to describe those molecular functions and biological processes that appeared to be influential.

### Validation by quantitative real-time PCR (qRT-PCR)

The cDNA was synthesized from 2 µg of linearly amplified testes and sperm RNA with SuperScript VILO cDNA synthesis kit (Invitrogen), purified with MinElute PCR purification kit (Qiagen), and evaluated for quantity and quality with a NanoDrop spectrophotometer (Thermo Fisher Scientific). Aliquots of cDNA were stored at −20°C until use. Exon spanning primers for qRT-PCR were designed for selected genes (Table 1) using Primer3 *ver* 0.4.0 software [91], and the efficiency of all primers was evaluated by making a standard curve in the sperm and testes samples. Duplicate qRT-PCR reactions in triplicate experiments were carried out on a Light Cycler® 480 (Roche Diagnostics) along with two housekeeping genes (*ACTB*, β-actin and *PPIA*, peptidylprolyl isomerase α) as controls. Each qRT-PCR assay used ∼100 ng of mRNA in a 20 µL reaction with 1× Universal SYBR® Green Master Mix (Applied Biosytems, CA) and 300 nM primers. The results were analyzed with LightCycler 480 Software v1.5 by calculating log_2_^−ΔΔCt^; the *P*-value was calculated by performing student's t-test and *p*<0.05 was considered significant. Scatter plots for qRT-PCR statistics were generated in Microsoft Excel (Fig. S1).

### Detection of Y chromosome transcripts in stallion sperm

Reverse transcriptase PCR experiments on stallion sperm and testes were carried out according to standard protocol [73] using primers for 29 known horse Y chromosome genes and transcripts with cDNA evidence [51], along with primers for *PRM2* and *PTPRC* as positive and negative controls, respectively.

### RNA-seq library construction and sperm RNA sequencing

Total RNA from the sperm of two reproductively normal stallions was used for next generation sequencing (NGS) on the ABI SOLiD 4 platform at Cofactor Genomics (ST. Louis, MO, USA).-Total RNA (500 ng) was directly used for SOLiD single-end RNA sequencing fragment library construction according to the ABI protocol (http://www.cofactorgenomics.com/faq) [92]. First strand cDNA was directly generated from total RNA using 4 µL of random hexamers (ABI) and SuperScript II Reverse Transcription Kit (Invitrogen) in a 30 µL final volume, following the manufacturer's instructions. The second strand cDNA was generated using 10 µL of 5× second strand buffer (500 mM Tris-HCl, pH 7.8; 50 mM MgCl2; 10 mM DTT), 30 nmol dNTPs; 2 U of RNase H, and 50 U of DNA Pol I (Invitrogen), and incubated at 16 °C for 2.5 h. The double-stranded DNA (dsDNA) was purified with QIAquick PCR purification kit (Qiagen) and the concentration was quantified. From each sample, ∼100–200 ng of cDNA was fragmented using Covaris S2 System (Covaris, Inc.). Sequencing libraries were generated with SOLiD Fragment Library Construction Kit (ABI) as described elsewhere [92]. Briefly, fragmented cDNA was end-repaired with Polishing Enzyme 1 and End Polishing Enzyme 2 (ABI); adapter ligated with SOLiD P1 and P2 adaptors, size selected for 200 to 230 bp on a SOLiD Library Size Selection gel, followed by nick translation and PCR amplification using Library PCR Primers 1 and 2 and Platinum PCR Amplification Mix. Amplified libraries were column purified, quantified using the SOLiD Library TaqMan Quantitation Kit, and applied on ABI SOLiD sequencer at a concentration of 10 ng per lane.

### RNA sequence analysis and annotation

The 50 bp single-end SOLiD raw reads were directly aligned with the horse reference sequence EcuCab2 [42] using ABI aligner software (NovoalignCS version 1.00.09, http://www.novocraft.com/) which uses multiple indexes in the reference genome, identifies candidate alignment locations for each primary read, and scores alignment locations using the Needleman-Wunsch algorithm [93]. The alignment parameters allowed the minimum number of 30 good quality bases for a read (l = 30); the highest alignment score acceptable for the best alignment was 140 (t = 140), whereas a default threshold was calculated from read length and genome size such that an alignment to a non-repeat should have a quality higher than 30; the number of alignments recorded for a read during the iterative search process, i.e., the number of alignments with score equal to the best alignment was 10 (e = 10). If a read was unaligned, it was shortened by 1 base and tried again. Alignments in repetitive sequences were discarded by removing reads with multiple similarly scoring alignments. The single highest-scoring alignment for each raw read was mapped. Sequence alignment and alignment clustering to define expressed loci and perform linear normalization across the two sperm RNA samples was carried out with a software package EXpression analysis Pipeline, EXP (Cofactor Genomics).

*Gene expression* level or *average coverage* (AC) was calculated by normalizing each sample to the fewest reads and directly comparing different loci. Expression level of a transcript was estimated from the number of reads that mapped to that transcript. The variability present in sequencing depths in different samples was taken care of by the use of two biological replicates. Sequencing depth at each locus and differences in gene expression (AC) between the two sperm samples were calculated using log (base_2_) ratio, thus showing the association between the two samples. Some differences in alignment of data in biological replicates were likely due to sequencing errors and chance alignments which is a significant problem for short reads and low alignment scores [46]. To combat the high false-positive rate, we focused on a high-quality subset of the data consisting of sequence variants supported by different independent reads. Sequencing reads were computationally categorized according to their AC and chromosomal location. This categorization was conducted comparatively with respect to a present horse genome draft sequence assembly, and normalized count of the number of mapped position was calculated. This count served as a proxy for the transcripts with true abundance in the sample. Expression directories were divided into four categories according to the sum of AC values: very high–AC≥100; high −10<AC<100; medium −1≤AC≤10, and low AC<1. Loci with low expression in both sperm samples were removed from further analysis because they represented the least compelling evidence of expression. Genomic locations of all mapped transcripts were retrieved using Python VS 2.66 script.

Structural annotation of genes for all sequence tags with AC≥1 was conducted in two categories: i) a homology-based approach with the human genome (AgBase GOanna; http://agbase.msstate. edu/cgi-bin/tools/GOanna.cgi) and ii) direct annotation with the horse genome using the Enhanced Read Analysis of Gene Expression (ERANGE) with a ±20 kb window for recognized chromosomal locations. Matches were categorized as: F–falling within gene boundaries; P–partially falling within gene boundaries, and A–adjacent, falling into extended gene boundaries within the expanded ERANGE window. Annotated genes were functionally analyzed and clustered for GO terms in DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov/) with medium classification stringency for all parameters.

## Supporting Information

Figure S1 **Scatter plots of qRT-PCR statistics for DE genes in sperm and testes by microarray analysis (see also** **Fig. 3** **).** **A** Sperm up-regulated genes: a. *PAD16*, *p*-value 0.025063716, Fold change -17.74531191(sperm), 5.757703597 (testis); b. *DNAJC16B*, *p*-value 0.000370874, Fold change -59.55886046 (sperm), 1.329895004 (testis); c. *DCDC2*, *p*-value 0.009505038, Fold change -41.79889717 (sperm), 1.054235336 (testis); d. *CTTN*, *p*-value 0.025377064, Fold change -114.2727567 (sperm), 17.61968043 (testis); e. *REEP6*, *p*-value 5.65337E-05, Fold change -858.1806418 (sperm), 5.757703597 (testis); f. *ARID5B*, *p*-value 0.029703844, Fold change -2.675065645 (sperm), 0.370649473 (testis); g. *ATG12*, *p*-value 0.079897582, Fold change -4.477059424 (sperm), 0.693040106 (testes); **B** Sperm down-regulated genes: a. *GSTA1*, *p*-value 0.008611828, Fold change -0.427023 (sperm), 8.3 (testes); b. *DYNTL1*, *p*-value 0.028173, Fold change -0.777409 (sperm), 2.95 (testes); c. *SPA17*, *p*-value 0.016193, Fold change -0.569896 (sperm), 1.75 (testes); d. *CTTN*, *p*-value 3.3E-05, Fold change -0.24142 (sperm), 4.14.
(TIF) Click here for additional data file.

Figure S2 **Sperm RNA quality check.** **A** Bioanalyzer analysis showing that mature sperm is devoid of intact ribosomal 18S and 28S RNA; **B** RT-PCR with sperm and testis specific *PRM2* (left) and sperm-negative *PTPRC*.
(TIF) Click here for additional data file.

Table S1 **Gene Ontology classifications and terms for 3,319 sperm transcripts by microarray analysis**. This table contains GO analysis statistics for all annotated genes that were expressed in sperm by microarray analysis. The GO categories i) Biological process, ii) Molecular function, and iii) Cellular component are shown on separate spreadsheets; **Count**-number of genes associated with this gene set; **Percentage**-genes associated with this gene set/total number of query genes; ***P*** **-value**-modified Fisher Exact *P*-value; **Genes**-the list of genes from query set that are annotated to this gene set.
(XLS) Click here for additional data file.

Table S2 **Most significant (p<0.001) GO terms for sperm transcripts identified by microarray analysis (count-number of genes associated with this gene set).**
(DOCX) Click here for additional data file.

Table S3 **Gene Ontology classifications and terms for 165 sperm-enriched transcripts by microarray analysis.** This table lists GO analysis statistics for the sperm-enriched genes. The GO categories i) Biological process, ii) Molecular function, and iii) Cellular component are shown on separate spreadsheets; **Count**-number of genes associated with this gene set; **Percentage**-genes associated with this gene set/total number of query genes; ***P*** **-value**-modified Fisher Exact *P*-value; **Genes**-the list of genes from query set that are annotated to this gene set.
(XLSX) Click here for additional data file.

Table S4 **Differentially expressed genes (n = 155) between the sperm and the testes.** A list of the 60 sperm up-regulated and 95 sperm down-regulated genes, their NCBI and RefSeq accession numbers, logFC-log2 fold change in expression between sperm and testes; AveExpr-average log2-expression level of that gene across red-green channels, and *P*-value; NULL–no annotation; #NA = unknown.
(XLS) Click here for additional data file.

Table S5 **Mapped RNA sequence tags (n = 19,257) from the sperm of the two stallions.** The table presents the following information for each mapped sequence tag: i) genomic location, ii) average coverage in sperm 1 (AC1) and sperm 2 (AC2), and iii) log2 ratios between AC1 and AC2. Columns at the left are sorted by AC1 and columns at the right by AC2. Mapped tags with AC≥1 are shaded grey.
(XLS) Click here for additional data file.

Table S6 **List of the 136 genes from RNA-seq data with structural annotations both in the horse and the human genome.**
(DOCX) Click here for additional data file.

Table S7 **The 82 sperm micro RNAs discovered by RNA-Seq.**
(DOCX) Click here for additional data file.

Table S8 **Correspondence of the RNA-Seq data with the current NCBI gene models for** ***PKM2*** **,** ***CRISP3*** **,** ***TNP2*** **and** ***PRM1*** **.**
(DOCX) Click here for additional data file.

Table S9 **Alignment and coverage statistics for RNA-seq reads in the horse genome.**
(XLSX) Click here for additional data file.

# Supplementary material for: Stallion Sperm Transcriptome Comprises Functionally Coherent Coding and Regulatory RNAs as Revealed by Microarray Analysis and RNA-seq
**Source:** PLoS One. 2013 Feb 11;8(2):e56535. doi: 10.1371/journal.pone.0056535
**Supplement:** Table S2 — Most significant (p<0.001) GO terms for sperm transcripts identified by microarray analysis (count-number of genes associated with this gene set).

**Table S2: Most significant (p<0.001) GO terms for sperm transcripts identified by microarray analysis (**count - number of genes associated with this gene set).

# Supplementary material for: Stallion Sperm Transcriptome Comprises Functionally Coherent Coding and Regulatory RNAs as Revealed by Microarray Analysis and RNA-seq
**Source:** PLoS One. 2013 Feb 11;8(2):e56535. doi: 10.1371/journal.pone.0056535
**Supplement:** Table S6 — List of the 136 genes from RNA-seq data with structural annotations both in the horse and the human genome.

**Table S6: List of the 136 genes from RNA-seq data with structural annotations both in the horse and the human genome**

# Supplementary material for: Stallion Sperm Transcriptome Comprises Functionally Coherent Coding and Regulatory RNAs as Revealed by Microarray Analysis and RNA-seq
**Source:** PLoS One. 2013 Feb 11;8(2):e56535. doi: 10.1371/journal.pone.0056535
**Supplement:** Table S7 — The 82 sperm micro RNAs discovered by RNA-Seq.

**Table S7.** **The 82 sperm micro RNAs discovered by RNA-Seq**; * - miRNAs that fully aligned with equine gene models; bold – miRNA with AC>100

# Supplementary material for: Stallion Sperm Transcriptome Comprises Functionally Coherent Coding and Regulatory RNAs as Revealed by Microarray Analysis and RNA-seq
**Source:** PLoS One. 2013 Feb 11;8(2):e56535. doi: 10.1371/journal.pone.0056535
**Supplement:** Table S8 — Correspondence of the RNA-Seq data with the current NCBI gene models for PKM2 , CRISP3 , TNP2 and PRM1 .

**Table S8: Correspondence of the RNA-Seq data with the current NCBI gene models for *PKM2*, *CRISP3*, *TNP2* and *PRM1***

| **Mapped RNA-Seq tag** | **Max AC** | **NCBI Accession** | **Corresponding gene exon** |
| --- | --- | --- | --- |
| **Pyruvate kinase *PKM2* chr1:121089582-121116344** | | | |
| chr1:121099972-121100159 | 297.97 | NM_001159690 | 1 |
|  |  | NM_001143794 | 1 |
| chr1:121105207-121105340 | 240.53 | NM_001159690 | 3 |
|  |  | NM_001143794 | 3 |
| chr1:121097639-121097781 | 185.51 | NM_001159690 | 1- 5’UTR |
|  |  | NM_001143794 | 1- 5’UTR |
| chr1:121105805-121106010 | 180.42 | NM_001159690 | 4 |
|  |  | NM_001143794 | 4 |
| chr1:121106562-121106859 | 176.56 | NM_001159690 | 5 |
|  |  | NM_001143794 | 5 |
| chr1:121108165-121108323 | 102.99 | NM_001159690 | 6 |
|  |  | NM_001143794 | 6 |
| chr1:121092067-121092223 | 94.16 | NM_001159690 | 5’ upstream |
|  |  | NM_001143794 | 5’ upstream |
| chr1:121100717-121100902 | 52.06 | NM_001159690 | 2 |
|  |  | NM_001143794 | 2 |
| chr1:121112623-121112689 | 16.48 | NM_001159690 | 9 |
|  |  | NM_001143794 | 9 |
| **Cysteine-rich secretory protein 3, *CRISP3* chr20:47721075-47745394** | | | |
| chr20:47701763-47701860 | 114.39 | NM_001081874 | none |
| chr20:47702610-47702757 | 36.04 | NM_001081874 | none |
| chr20:47706160-47706240 | 26.1 | NM_001081874 | none |
| **Transition protein 2, TNP2 chr13:33215084-33216483 and Protamine 1, *PRM1* chr13:33206306-33206537** | | | |
| chr13:33206208-33207592 | 1730.25 | NM_001135102 and NM_001083596 | *PRM1* exons 1 and 2 |
| chr13:33215022-33215459 | 68.48 | NM_001135102 and NM_001083596 | *TNP2* cDNA |
| chr13:33209441-33209827 | 39.19 | NM_001135102 and NM_001083596 | *PRM1* 3’ downstream |
| chr13:33208962-33209331 | 34.15 | NM_001135102 and NM_001083596 | *PRM1* 3’ downstream |
| chr13:33216307-33216705 | 30.69 | NM_001135102 and NM_001083596 | *TNP2* cDNA |
| chr13:33211027-33211438 | 21.17 | NM_001135102 and NM_001083596 | *PRM1* 3’ downstream |
| chr13:33203914-33206028 | 15.65 | NM_001135102 and NM_001083596 | *PRM1* 5’ upstream |
| chr13:33203671-33203901 | 14.36 | NM_001135102 and NM_001083596 | *PRM1* 5’ upstream |
| chr13:33198245-33198302 | 12.4 | NM_001135102; NM_001083596 | *PRM1* 5’ upstream |
| chr13:33210585-33210872 | 10.93 | NM_001135102 and NM_001083596 | *PRM1* 3’ downstream |
| chr13:33202982-33203030 | 7.67 | NM_001135102 and NM_001083596 | *PRM1* 5’ upstream |
| chr13:33208269-33208363 | 7.2 | NM_001135102 and NM_001083596 | *PRM1* 3’ downstream |

How the deposited data were processed for this re-analysis (not part of the article)

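RNA-seq of total sperm RNA from 2 stallions (1 condition, 1 library each) was analysed from the deposited tags. The authors made the coverage values before they were deposited: 50 bp single-end SOLiD 4 reads were aligned to EcuCab2 with NovoalignCS, reads with several similarly scoring alignments were discarded, unaligned reads were shortened and tried again, and the alignments were clustered into tags and normalized linearly to the sample with the fewest reads with the EXP pipeline. The paper gives 38087876 reads with calculated coverage for sperm 1 and 30261556 for sperm 2. The deposited average coverage (AC) is a signal value, 1 per tag, and equals the higher of the 2 samples for the 3029 of 19257 tags that could be compared with Table S5. For the other tags, none of which reached AC of 100, this could not be checked. The analysis had been planned for values of each sample. With 1 pooled value per tag, the agreement between samples was described as a whole for the tags with AC≥100, and for single named tags with lower AC where Table S5 gave both values, with the paper's values. Results that needed both values of all tags were not analysed here. Since read counts per tag were not used here, the precision of a single AC value is unknown.

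Tags were counted by chromosome, by AC category and by length with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. AC-weighted bases are AC multiplied by tag length. Tags per Mb and genes per Mb used the chromosome lengths of Table S9 and the gene numbers of Table 3. Relations across the 32 chromosomes were tested by two-sided permutation with 100000 resamples and adjusted over the family of 3 by the Benjamini-Hochberg method. Chromosomes are not replicate samples. Tags of Tables 4, 5, S7 and S8 were found by their coordinates and carry the names these tables give them. Similarity between tags was measured with blastn 2.17.0 (word size 11, E-value up to 1e-05), and a tag was counted as similar with at least 80% identity over at least 40 bp and 50% of its length. No reference genome of this build was used here.

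The tags named in the text were chosen before the data were examined: the tags of Tables 4, 5 and S8, the miRNAs that the paper names and those on the X chromosome, the highest tag of each chromosome, the 10 tags with the highest AC, the 10 highest among those with AC under 1 in the other sample, and the Mt tags. The miRNAs sharing the tag on ECA17, and MIR761, MIR15B and MIR16, were named after their values were seen.

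The methods were tested on simulated data. All 2000 simulated tags were read back as written, 100 of 100 were placed in their category and 1000 of 1000 pairs were joined or kept apart as made. Of 200 unrelated chromosome measures 9 were called related at a threshold of 0.05, and of 200 related ones all 200. The related ones were simulated with a much stronger relation than the rho of 0.328 found here. The power to find a relation of that size was therefore not measured. Of 200 simulations with equal chromosome groups 6 were called different, and of 200 with a 2-fold difference all 200.

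Alternatives were the AC threshold, a tag length of at least 50 bp, joining tags within 100 bp, leaving out ECAUn and the Mt genome or single groups of chromosomes, AC not multiplied by length, the chromosome sizes of Table 3, other ways to combine the samples, scaling sperm 1 by 0.795 (the ratio of the mapped reads of the paper), and leaving out each sample. The scaling of sperm 1 came on top of the authors' scaling to the sample with the fewest reads. The microarray, PCR, Y chromosome and gene ontology results were not analysed here.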

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

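All tests in this part were chosen only after the values had been seen.

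Among the 10 tags with the highest AC, 3 are in none of the paper's Tables 4, 5, S7 and S8, and for that reason they are listed here as a signal outside the tags the paper discusses. With a single condition there is no control sample to compare them with. The first, on ECA1 at 183631902 to 183632216, had AC of 190566.3. The others lie next to each other on ECAUn, at 55098361 to 55098992 with AC of 153853.4 and at 55096760 to 55098115 with AC of 134119.3. By the paper's values all 3 were high in both stallions, with 159007 and 190566 in sperm 1 and sperm 2 for the tag on ECA1, 121858 and 153853 for the shorter tag on ECAUn, and 125001 and 134119 for the longer one.

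Reads of abundant small or ribosomal RNA are a candidate explanation for each. The tag on ECA1 was 94.4% identical over 143 bp to the tag on ECAX that Table 4 lists as 7SL RNA, and identical over 305 bp to the tag that Table 4 lists as ribosomal protein S29. The longer tag on ECAUn was 99.6% identical over 554 bp to a 28S rRNA tag of Table 4, and the shorter one was 99.1% identical over 117 bp to its 45S pre-rRNA tag on ECA29. Each comparison could have shown no similarity. Similarity does not tell whether the reads came from these loci or from other copies of the same sequence, since reads with several similarly scoring alignments were discarded by the authors. No biological explanation was tested.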

How the results depend on the processing

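Of the alternatives below, those for the agreement between samples, for rRNA by sequence, for the sizes of Table 3, for AC of at least 30 or under 10 and for tags under 50 bp or of at least 100 bp were chosen after seeing the data (15 of the 65 computed), and the other 50 were set before the data were examined. Of the 65, 6 took a relation past its threshold, in 1 a difference disappeared and 22 moved a value. The other 36 left a relation on the same side of its threshold, a count within 1.5 times, or another value within its confidence interval or, where it had none, equal to 3 digits. By these rules a count can shift more than a share without being counted as moved. No paired analysis was possible because both samples belong to 1 condition and no groups of samples were compared.

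The higher tag density of ECA1 and ECA10 to ECA19 (3.09 times that of the other chromosomes) disappeared with AC≥100, where the ratio was 0.98 (permutation of the 32 chromosomes, p = 0.849). It kept its direction, at permutation p of 2e-05 or below, in the 10 other alternatives run, from 1.71 with AC of at least 30 to 8.55 with AC under 10. It was 5.33 with tags of at least 50 bp, 6.37 with tags of at least 100 bp and 1.92 with tags under 50 bp. The cause was not tested by these alternatives. Spearman's rho between tag and gene density (0.328, p = 0.0676) passed the threshold at 0.800 within ECA1 and ECA10 to ECA19 (p = 0.0047), 0.361 with AC of at least 10 (p = 0.0427), 0.376 with AC of at least 30 (p = 0.0349), 0.499 with AC≥100 (p = 0.00384), 0.491 with tags of at least 50 bp (p = 0.00487) and 0.355 with the sizes of Table 3 (p = 0.0463). It stayed positive without passing the threshold in the 4 other alternatives, from 0.098 without ECA11, ECA12 and ECA13 to 0.355 with the autosomes. The cause was not tested.

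Counting only tags of at least 50 bp removes tags by construction and left 9142 of 19257 mapped tags, 664 of 1598 with AC≥100, 6096 of 13415 with AC over 10 and under 100 and 2382 of 4244 with AC of 1 to 10. The number of tags with AC≥100 was 2096 with the sum of the samples, 1061 with their mean and 484 with the lower value, and from 1028 to 1054 when either sample was left out. These follow from how the samples are combined. For the miRNAs with AC≥100 (5), the sum gave 8 and the lower value 3, and leaving out either sample gave 4. The PRM1 ratio of 25.3 became 26 with the sum and 26 with the mean.

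The share of AC-weighted bases in tags with AC≥100 (97.8%) was 98.1% with tags of at least 50 bp, 94.9% without ECAUn and the Mt genome, and 91.7% when AC was not multiplied by length. The share of ECAUn (54.6%) was 55.4% with tags of at least 50 bp and 26.1% without the length. The rRNA tags of Table 4 (26.1%) held 21.7% without the length, and rRNA by sequence (63.3%) held 61.4% at identity of at least 90% and 40.9% without the length. Weighting by length raises the share of long tags by construction, and for the other shifts the cause was not tested.

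The share of tags with AC≥100 within 2-fold between the samples (29.2%) was 54.8% with AC of at least 1000, and tags under 1 in the other sample fell from 203 to 10 with tags of at least 50 bp. The cause was not tested here.

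Of the 129 alternatives set before the data were examined, 79 were not run, because they needed the values of each sample for tags outside the part of Table S5 read here. These cover the tags shared by the samples or found in 1 sample, their correlation and ratio, tags high in 1 sample and low in the other, the mapped, high and medium tags, the densities and shares by sample, the PKM2 ratio, and the PRM1 ratio with the lower value and without sperm 1.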

Differences from the paper's values

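No test of a cause was made in this part. Of 214 values set beside the paper's, 6 were counted as more than 1.5 times apart. The 214 include the number of tags in the part of Table S5 read here (3029 against 19257), which was not counted among the 6. The tag numbers of all 34 chromosomes and genomes of Table 3 and their highest AC in whole numbers, 81 of 82 AC values of Table S7 and 23 of 24 of Table S8 were the paper's.

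Tags with AC≥100 numbered 1598 against the paper's 1028. Of the alternatives set before the data were examined, sperm 1 alone gave 1028, equal to the paper's, and sperm 2 alone 1054, the mean of the samples 1061, scaled sperm 1 values 1440 and leaving out ECAUn and the Mt genome 1504, all within 1.5 times. Tags of at least 50 bp (664), joined tags (1543), the sum (2096), which the paper's methods name as the rule for these categories, and the lower value (484) did not close the gap. Tags with AC over 10 and under 100 numbered 13415 against the paper's 8759. Tags of at least 50 bp (6096) and joined tags (12951) came within 1.5 times, and leaving out ECAUn and the Mt genome (13218) did not. Tags with AC of 1 to 10 numbered 4244 against the paper's 9470, and none of the alternatives set before the data were examined that could be run closed the gap (2382 with tags of at least 50 bp, 3980 with joined tags, 4230 without ECAUn and the Mt genome).

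The deposited AC of MIR34C was 21.31 against the paper's 336 in Table S7. The tag on ECA13 at 33211027 to 33211438, downstream of PRM1, had AC of 33.52 against the paper's 21.17 in Table S8. The miRNAs of Table S7 made up 0.426% of mapped tags against the paper's 0.73%, and the paper's 140 tags classified as miRNAs would be 0.727%. No alternative set before the data were examined applied to these 3 values.

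The paper places the highest AC of ECA12, ECA16 and ECA30 under a limit that the deposited values exceeded, with 1244, 1592 and 1233. It counts MIR34C among the miRNAs with very high expression, and elsewhere MIR34C and MIR449A among those that reach AC of 100, whereas the deposited AC was 21.3 and 81.8. No setting that was run brought either to AC of 100. The sum of the samples gave 8 miRNAs with AC≥100, which added MIR761, MIR15B and MIR16, named here after their values were seen. The paper reports good agreement between the samples for most tags including very high ones. Of the 1598 tags with AC≥100, 1395 had AC of at least 1 in both samples. Of these, 29.2% were within 2-fold, and 54.8% of those with AC of at least 1000, a limit chosen after seeing the values. The paper's statement names no 2-fold limit, and selecting tags by the higher sample can lower these shares. The paper states that tag density followed gene density among the autosomes. Over the 31 autosomes r was 0.696 (permutation p = 0.00017) and rho 0.355 (p = 0.0505). Over all 32 chromosomes r was 0.692 (p = 0.00013) and rho 0.328 (p = 0.0676). With the sizes of Table 3, chosen after seeing the values, rho over the 32 was 0.355 (p = 0.0463). The correlation by r thus goes with the paper, and the one by rank was weaker. Without ECA11, ECA12 and ECA13, however, r was 0.16 (permutation p = 0.411). With tags of AC≥100 only, rho over the 32 was 0.499 (permutation p = 0.00384). Both readings thus depend on the chromosomes and tags included. Table S7 marks 16 miRNAs as completely aligned, against the paper's 17 in its text.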

Other observations

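Tests of explanations in this part were chosen only after the results had been seen, with the exceptions named next. The chromosome ratios for tags per gene and for AC≥100 were alternatives set before the data were examined. No biological explanation was tested in any of these tests.

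ECA1 and ECA10 to ECA19 held more tags per Mb than all other chromosomes. These 11 are also the first 11 chromosomes listed for sperm 1 in Table S9. Gene density as the whole cause is argued against by tags per gene, which were still 2.44 times higher on these chromosomes. More aligned reads are argued against by Table S9, where the median covered share in sperm 1 was 0.889 times that of the others, and so is a lower AC limit alone, since the ratio was 2.25 among tags with AC of at least 30 and under 100. A gradual effect of the listing order stays open, since the values over the 21 other chromosomes do not agree. Their tags per Mb had a rho of -0.700 with that order (permutation p = 0.00057) and of -0.539 with AC≥100 (p = 0.0124), whereas the number of tags with AC under 100 for each tag with AC≥100 had a rho of -0.00649 (p = 0.981). The order also went with chromosome length (rho of 0.560, p = 0.00911), which itself had a rho of -0.348 with tags per Mb (p = 0.122). Over all 32 chromosomes rho with the order was -0.909 for tags per Mb and 0.913 for the 1st percentile of AC (p = 1e-05 for each, the smallest that the permutations can give). Separate handling of the chromosomes listed first, in a step that affects tags under AC of 100, may explain the pattern and stays open as well. The density of tags with AC≥100 was 0.98 times that of the others, and the 1st percentile of AC was 5.57 to 5.99 on the 11 chromosomes and 6.01 to 9.25 on the 21 others. There were 11.8 to 32.7 tags with AC under 100 for each tag with AC≥100 on the 11 chromosomes, against 4.51 to 10.8 on the others. The paper's text describes no such step.

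Some tags of Table 5 were similar to RNA that Table 4 lists as abundant. Reads of 7SL RNA are a candidate explanation for the AC of the tag listed for NEMF (95.0% identity with the 7SL tag on ECAX). Reads of 28S rRNA are a candidate explanation for the tags listed for CTNNBIP1 (87.4% identity with the 28S tag on ECA1) and for MMP1, MMP3 and LCP1 (87.3% identity with a 28S tag on ECAUn). Identity below 100% also leaves room for transcripts of diverged copies at these positions, which was not tested. Tags listed for DNTTIP2 and FGD3 were 90.9% identical over 44 bp to each other. No reference sequences of RNA outside Table 4 and the Mt genome were compared. Reads of other abundant RNA thus stay open for these and the remaining tags of Table 5.

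Of the tags with AC≥100, 203 were under 1 in the other stallion. Too few reads as the whole cause is argued against by tags with AC of at least 1000, of which 8.74% were still under 1 in the other sample. Of such tags under 50 bp 25.9% were all in lower case, against 29.8% of the tags under 50 bp with AC of at least 1 in both samples. For these short tags, this argues against repeat sequence marked by lower case over the whole tag. Repeat sequence otherwise stays open, since partly marked or unmarked repeats and longer tags were not covered. The highest such tag, of 69 bp on ECAX, consists largely of repeated CA and CATA. Short alignments may contribute, since 20.7% of tags under 50 bp were under 1 in the other sample and 0 of the 399 tags of at least 100 bp. A difference between the stallions stays open and untested, since each gave 1 library.

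By the paper's values, tags of at least 100 bp with AC≥100 were higher in sperm 1 for 307 of 399, with a median log2 ratio of 1.96, whereas tags under 50 bp were higher in sperm 2 for 645 of 934, with a median of -1.14.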
